# Transcriptome and Cell Physiological Analyses in Different Rice Cultivars Provide New Insights Into Adaptive and Salinity Stress Responses

**DOI:** 10.3389/fpls.2018.00204

**Published:** 2018-03-05

**Authors:** Elide Formentin, Cristina Sudiro, Giorgio Perin, Samantha Riccadonna, Elisabetta Barizza, Elena Baldoni, Enrico Lavezzo, Piergiorgio Stevanato, Gian Attilio Sacchi, Paolo Fontana, Stefano Toppo, Tomas Morosinotto, Michela Zottini, Fiorella Lo Schiavo

**Keywords:** *Oryza sativa* (rice), salt stress, RNA sequencing, ion transporters, H_2_O_2_, salt tolerance mechanisms

## Abstract

Salinity tolerance has been extensively investigated in recent years due to its agricultural importance. Several features, such as the regulation of ionic transporters and metabolic adjustments, have been identified as salt tolerance hallmarks. Nevertheless, due to the complexity of the trait, the results achieved to date have met with limited success in improving the salt tolerance of rice plants when tested in the field, thus suggesting that a better understanding of the tolerance mechanisms is still required. In this work, differences between two varieties of rice with contrasting salt sensitivities were revealed by the imaging of photosynthetic parameters, ion content analysis and a transcriptomic approach. The transcriptomic analysis conducted on tolerant plants supported the setting up of an adaptive program consisting of sodium distribution preferentially limited to the roots and older leaves, and in the activation of regulatory mechanisms of photosynthesis in the new leaves. As a result, plants resumed grow even under prolonged saline stress. In contrast, in the sensitive variety, RNA-seq analysis revealed a misleading response, ending in senescence and cell death. The physiological response at the cellular level was investigated by measuring the intracellular profile of H_2_O_2_ in the roots, using a fluorescent probe. In the roots of tolerant plants, a quick response was observed with an increase in H_2_O_2_ production within 5 min after salt treatment. The expression analysis of some of the genes involved in perception, signal transduction and salt stress response confirmed their early induction in the roots of tolerant plants compared to sensitive ones. By inhibiting the synthesis of apoplastic H_2_O_2_, a reduction in the expression of these genes was detected. Our results indicate that quick H_2_O_2_ signaling in the roots is part of a coordinated response that leads to adaptation instead of senescence in salt-treated rice plants.

## Introduction

Soil salinity is a major constraint for crop production worldwide, particularly on agricultural land close to the sea (Zhu, 2001; Tester and Davenport, 2003). Salinization affects at least 33% of arable land, and more areas are expected to deteriorate in the coming years because of global climate changes (FAO and ITPS, 2015; FAO, 2016).

High salinity imposes osmotic and ionic stress on plants. Osmotic stress is established early after the onset of the stress, whereas ionic stress depends on ion accumulation in aerial parts of the plant and thus takes a longer time (Munns and Tester, 2008; Munns and Gilliham, 2015). The osmotic pressure at the roots level causes water loss and reduced turgor, which in turn leads to a decrease in cell expansion and plant growth. Ion toxicity, in particular due to Na^+^ accumulation, affects cellular metabolism, photosynthesis and induces oxidative stress. At the whole plant level, a reduction in the growth rate and stomatal closure are the most common outcomes in response to osmotic stress. In the case of a prolonged stress, however, these mechanisms can lead to an initial biomass loss, caused by carbon starvation, followed by early senescence events leading to cell death due to ion toxicity. Recent studies demonstrate that plants undergo anticipated senescence in response to a moderate stress, in order to convey recycled nutrients to the reproductive organs and then to guarantee the survival of next generations (Sade et al., 2017). This mechanism on the other hand, results in yield losses for annual crops.

At the cell level, Na^+^ accumulation in the cytosol causes membrane depolarization, protein misfolding and K^+^ and water loss. Successful strategies for salt tolerance probably rely on the maintenance of a high [K^+^]/[Na^+^] ratio in the cytosol, mediated by ion transporters and channels, and osmolyte production (i.e., proline) (Hasegawa et al., 2000).

Plants have evolved diverse mechanisms to cope with different aspects of salt stress. How plants sense and signal salt stress is largely unknown. However, recent evidence proves that mechano-sensitive ion channels of the hyperosmolarity-gated calcium-permeable channel (OSCA) family (Yuan et al., 2014; Zhu, 2016) may be involved in the perception of its osmotic component. In fact, specific calcium signatures have been detected in early responses to salt stress (Kurusu et al., 2015), followed by a Ca^2+^-mediated apoplastic oxidative burst (mediated by NADPH oxidases, Dubiella et al., 2013), which is likely involved both in local and long-distance signaling (Miller et al., 2010; Gilroy et al., 2014; Choi et al., 2017).

Reactive oxygen species (ROS) generated in response to an abiotic stress, besides their well-known toxic effects, have been recently recognized as also playing a role in the complex signaling network of plant stress responses, in particular in early signaling events (Julkowska and Tesreink, 2015). In order to allow ROS to be signaling molecules, non-toxic levels need to be maintained in plant tissues. This implies a tight regulation between ROS production and ROS-scavenging pathways (You and Chan, 2015).

Salinity tolerance is thus a complex trait in which different components are involved in counteracting all the changes induced by salt stress. This complexity is reflected in the lack of commercially available salt-resistant crops. Despite the high number of published works reporting the salt resistance of engineered plants under controlled conditions (Ahmadi et al., 2011; Oomen et al., 2012; Platten et al., 2013), few data are available to demonstrate the productivity and resistance of such crops in the field (Roy et al., 2014; Mickelbart et al., 2015; Hanin et al., 2016).

Further investigations into tolerance mechanisms are thus needed to identify new mechanisms of salt stress responses and to provide essential information for the production of salt-resistant crops (Ismail and Horie, 2017). Developing a rice variety with an improved level of tolerance to salinity can significantly contribute to maintaining high levels of productivity. This is especially the case considering that about 75% of the world’s rice is produced in irrigated paddy fields (Bouman et al., 2007), most of which are near river deltas, which are currently challenged by the serious threat of increased soil salinization^1^ (Jan 2018).

Exploring the genetic variability with the identification of salt tolerant/sensitive couples is possible in rice. A comparison between two or more genotypes with contrasting salt responses is beneficial in the discovery of new tolerance mechanisms in rice. Many studies have compared indica and japonica varieties, and some tolerance mechanisms have been reported, thus demonstrating the usefulness of this approach (Gregorio et al., 2002; Flowers, 2004; Ismail et al., 2007; Mohammadi-Nejad et al., 2010; Roy et al., 2014).

In this work, two varieties of rice belonging to the japonica group, which show a strong difference in tolerance to salinity, were selected and analyzed to reveal the mechanisms responsible for salt tolerance. The comparison was performed in the vegetative stage, which is one of the two growth phases most sensitive to salt in rice. Analysis of tolerance mechanisms during the most sensitive stages of growth is considered essential to provide new information on how to generate salt-resistant rice plants (Ismail and Horie, 2017).

The two varieties were initially physiologically characterized to identify the tolerance mechanisms implemented by the tolerant variety. The photosynthetic efficiency was evaluated using PAM imaging, a technique that enables the whole leaf to be examined and therefore to assess the extent of damage caused by the salt, and if necessary to see whether the damage is recoverable when the salt is removed from the culture medium. We also examined the allocation of sodium and potassium in roots and single leaves by ionomics to assess whether the tolerance was due to a recovery mechanism of ion homeostasis. We therefore performed a molecular analysis using RNA-seq to identify the metabolic and signaling pathways responsible for the physiological responses observed in the two varieties.

To reach a more complete understanding of the salt tolerance mechanism, the role of early signaling pathways induced by salt was investigated in the roots of both varieties, by analyzing the intracellular profile of the H_2_O_2_ along with the expression of genes known to be involved in the salt stress response.

## Materials and Methods

### Plant Material and Morphological Analyses

Seeds of the Italian rice varieties Baldo (B) and Vialone Nano (VN) (*O*. *sativa* L. spp. *japonica* “temperate”) ^2^ were dehulled, sterilized for 1 min in 70% ethanol and rinsed five times with deionized water. Seeds were sown on water-wetted filter paper in Petri dishes and left to germinate for 48 h at 24°C in the dark. Uniformly germinated seedlings were transferred to agar-filled (0.55% w/v, Sigma–Aldrich, Germany) seed-holders in an Araponics system ^3^ with a modified Hoagland solution (Hoagland and Arnon, 1938; Supplementary Table S1, final volume 1.9 L, static). Plants were grown until the vegetative stage V2 (collar formation on the second leaf; Counce et al., 2000) at approximately 6 days in a growth chamber at 26/21°C, with a 16/8 h photoperiod, an approximate RH of 70%, and light of 120–150 μmol photons m^-2^ s^-1^.

Seedlings at the V2 stage were grown with or without the saline solution (NaCl:MgSO_4_:CaCl_2_:NaNO_2_ = 10:2:1:1). Leaves (blade + sheath), stems and roots (thoroughly washed) were collected. For ion content analysis, samples collected at different times (1, 3, and 7 days) from control and treated plants were dried at 40°C for 48 h and stored in plastic boxes. For RNA-seq analysis and qPCRs, samples (leaves and roots) were collected at different timepoints and frozen in liquid nitrogen.

### Photosynthetic Parameters Evaluation

*In vivo* chlorophyll fluorescence measurements were performed with an imaging apparatus (FluorCam FC-800; Photon Systems Instruments, Brno, Czechia). Plants were analyzed 4 h after switching on the light and were dark adapted for 30 min before collecting photosynthetic data in order to maximize the oxidation of the photosynthetic electrons transport chain. The chlorophyll fluorescence value of dark-adapted samples (F_0_) was measured applying a non-actinic white light source (intensity < 0.05 μmol photons m^-2^ s^-1^). The maximum chlorophyll fluorescence value (F_m_) was instead measured applying a saturating light pulse (intensity = 3500 μmol photons m^-2^ s^-1^ and 800 ms duration).

PSII functionality was expressed as PSII maximum quantum yield (Φ_PSII_) and was calculated according to Maxwell and Johnson (2000). PSII quantum yield was monitored over time, using control plants not exposed to salt as the reference. Leaves were then exposed to an actinic light of 500 μmol photons m^-2^ s^-1^ for 5 min to evaluate non-photochemical quenching (NPQ) activation kinetics. Later, the light was switched off for 3 min to evaluate NPQ relaxation. NPQ parameter was also calculated according to Maxwell and Johnson (2000). All photosynthetic data in this work are presented as average ± SD of six biological replicates.

### Stomatal Aperture Measurements

The analysis was performed on the 2nd leaf of plants at stage V2, treated or untreated for 24 h as described above. About 20 stomata/leaf were imaged (Leica 5000b, Leica Microsystems, Wetzlar, Germany, 100X objective). The stomatal aperture was measured as the ratio between width and length of the stomata, as shown in Supplementary Figure S1. ImageJ2 was used for measurements (Rueden et al., 2017). Data are presented as mean ± SD of six biological replicates.

### Relative Water Content

5 cm^2^ sections of the second leaf were cut with scissors and immediately weighed (W). Then, the sections were hydrated in water in 15 mL test tubes for 4 h in a growth chamber under light. After rapid drying, samples were weighed to obtain the turgid weight (TW). Dry weight was measured after oven-drying at 40°C for 48 h.

Relative water content was determined using the following formula (Barrs and Weatherley, 1962):

(1) $$\begin{array}{c} \mathrm{RWC}(\%)\;=\;[(W-DW)/(TW-DW)]\;\times \;100 \end{array}$$

Data are presented as mean ± SD of six biological replicates.

### RNA Sequencing and Data Analyses

#### RNA Purification and Sequencing

After 3 days of treatment, roots and leaves were collected from 6 plants/experiments (*n* = 3) and homogenized in liquid nitrogen. 100 or 200 mg of sample (for leaves and roots, respectively) were used for total RNA extraction (RNeasy Plant Mini Kit followed by in-column DNase treatment, Qiagen, Hilden, Germany). 4 μg of total RNA with a RIN ≥ 8 (Bioanalyzer 2100, Agilent Technologies, Santa Clara, CA, United States) were sent to the IGA Technology Services ^4^ (Udine, Italy) for library preparation (TruSeq Stranded mRNA, Illumina) and sequencing on HiSeq 2000 platform (single-read 50bp, 6-plex, about 20 million reads/sample) (Supplementary Figure S2). The datasets generated for this study can be found in the Gene Expression Omnibus (GEO ^5^) under accession number GSE109341.

#### RNA-seq preprocessing

According to Finotello et al. (2014), Illumina raw reads were preprocessed with FASTX Toolkit 0.0.13.2.^6^ The overall quality of preprocessed results was then manually inspected using the quality reports generated with FastQC.^7^

Preprocessed reads were mapped with TopHat (Kim et al., 2013) on the *Oryza sativa* v. Nipponbare genome, downloaded from the MSU Rice Genome Annotation Project (version 7.0) (Kawahara et al., 2013). Gene coordinates file help also to map the reads spanning splice junctions (TopHat option ‘-G’). Reads multimapped were removed from the final results, together with those reads sharing less than 96% identity with the reference. Finally, read counts were computed using bedtools (Quinlan and Hall, 2010; Supplementary Table S2).

#### Annotation

To expand the functional annotation of rice genes, the entire set of transcripts was annotated with the Argot web server (Falda et al., 2012, 2016; Lavezzo et al., 2016), which assigned Gene Ontology terms to each input sequence (Gene Ontology Annotation database downloaded on 2013-12-29, PFAM release 27.0). This procedure provided novel annotations for many genes with unknown function (Supplementary Table S3).

#### Identification of Differentially Expressed Genes

The raw counts were used as input of a state-of-the-art differential expression analysis workflow (Anders et al., 2013), based on the R language and the edgeR (v. 3.8.6) bioconductor package (Robinson et al., 2010). Briefly, we compared the treated samples with the corresponding controls for both leaves and roots separately for the two varieties. For each comparison, only reads with at least 1 count per million (cpm) in 3 samples were included in the following Generalized Linear Model (GLM) based-pipeline. The normalization factor and the estimated dispersion were computed, both “trended” (or, whenever not possible, “common”) and “tagwise,” before fitting a GLM to each feature. Finally, we computed a likelihood ratio test and considered differentially expressed those genes having a p-value greater than 0.05 after a Benjamini and Hochberg correction for multiple testing (Benjamini and Hochberg, 1995).

#### Pathway Enrichment Analysis

Rice genes were assigned to clusters of orthologous groups from the KEGG database using blastKOALA (Kanehisa et al., 2016; Supplementary Table S4). This information together with the data matrix of the count-per-million (cpm) value of all the genes was the input for the Pathway Enrichment step, which was performed using Pathway Inspector (Bianco et al., 2017). Briefly, the pathway information was downloaded from the KEGG database (Release 78.1, May 1, 2016) and parsed reconstructing gene networks. According to Sales et al. (2012), genes were directly connected when there was an intermediate interacting element (e.g., a chemical compound not measured), and complexes were expanded in groups of interacting nodes (cliques). This information on pathway topology was used as input in the Differential Expression Analysis of Pathways (DEAP) (Haynes et al., 2013). The DEAP algorithm was initially developed for microarray experiments; thus, we fed it with normalized cpm after log2-transformation (performed using the voom bioconductor package (Law et al., 2014)). Through this approach, the expression data were combined with the topology: the differential expression was computed for all possible paths within the graph. The type of relationship (catalytic or inhibitory) determined the summand sign. Each pathway was then assigned with the maximum absolute value of the differential expression among all its paths, which was then used to test the entire pathway using a random rotation approach (Langsrud, 2005). We performed 100 rotations and identified the enriched pathway as those obtaining p-value smaller than 0.05 in the rotation test. For each enriched pathway, also the corresponding most differentially expressed path was identified.

#### RNA Sequencing Data Validation

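For 20 genes listed in Supplementary Table S5, the log2 fold change of salt-stressed against control plants was computed from the deposited RNA-seq counts (3 libraries per group) and set beside the qPCR value that the paper reports for the same variety and tissue. Across these genes, Pearson's r was 0.979 in B leaves, 0.932 in VN leaves, 0.953 in B roots and 0.975 in VN roots. Each of the 4 coefficients had a two-sided permutation p of 1e-05, and 1e-05 after Benjamini-Hochberg adjustment over the 4, which is the smallest that 100000 resamples can give. The genes are not independent replicates. Spearman's rho moved most in VN leaves, where it was 0.683. All 20 genes had the same sign in RNA-seq and qPCR in each of the 4 comparisons. The qPCR change was the larger of the pair for 16 genes in B leaves, 14 in VN leaves, 16 in B roots and 15 in VN roots. In RNA-seq, all 20 were DEGs in VN leaves and in VN roots, 10 were in B leaves and 12 in B roots (adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).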

We tested the expression pattern of 20 DEGs from the RNA profiling experiment using an OpenArray-based nanofluidic RealTime-PCR technique (see qPCR Section of Materials and Methods). A comparison of the data from the two approaches is shown in Supplementary Table S5.

### Determination of Ion Contents in Leaves and Roots

Leaves (blade + sheath), stems and roots (washed carefully) were collected after 1, 3, and 7 days of treatment, dried at 40°C for 48 h and stored in plastic boxes. Then, dry leaf and root samples were weighed and digested by a microwave digester system (MULTIWAVE-ECO, Anton Paar GmbH, Graz, Austria) in Teflon tubes filled with 10 mL of 65% HNO_3_ by applying a one-step temperature ramp (to 210°C in 10 min and maintained for 10 min). After 20 min of cooling time, the mineralized samples were transferred into polypropylene test tubes.

Samples were diluted 1:40 with MILLI-Q water, and the different elements concentration was measured by inductively coupled plasma mass spectrometry (ICP-MS; Aurora-M90 ICP-MS, Bruker Daltonics Inc., Billerica, MA, United States). A 2 mg L^-1^ aliquot of an internal standard solution (^72^Ge, ^89^Y, ^159^Tb) was added to both samples and calibration curve to give a final concentration of 20 μg L^-1^.

Typical polyatomic analysis interferences were removed using CRI (Collision-Reaction-Interface) with an H_2_ flow of 93 mL min^-1^ through a skimmer cone. Data are shown as mg of the ion per g of sample (dry weight).

### qPCR

qPCRs were performed using the QuantStudio 12K Flex real-time PCR system, both for the OpenArray technology (Thermo Fisher Scientific, San Diego, CA, United States) and the standard protocol.

TaqMan^®^ OpenArray^®^ Real-Time PCR Plate with Custom Gene Expression Assays (56 probes) was designed and purchased from Thermo Fisher Scientific. The following cycle was used: 10 min pre-incubation at 95°C, followed by 40 cycles of 15 s at 95°C and 1 min at 60°C (Stevanato et al., 2018). The list of Gene Expression Assays based on TaqMan chemistry used in this work is reported in Supplementary Table S6. Data were normalized against the average transcript abundance of 2 housekeeping genes (elongation factor 1-alpha (REFA1), Os03640561_s1, Os03g0177400; ubiquitin-40S ribosomal protein S27a-1 (UBQ), AIS09F9, Os01g0328400).

GoTaq^®^ qPCR master mix (Promega, United States) and standard qPCR protocol were used for *SERF1* (NCBI: Os05g0420300; primer for GAGTGAGGAGCTCATTGTTTACGA and primer rev ACATCAAAATTTCCATGTCATCTA); ubiquitin (NCBI: Os05g0160200) was used as reference gene (primer for TTCTACAAGGTGGACGACGC and primer rev AGATCAGAGCAAAGCGAGCA).

The comparative C_T_ method was used to analyze the gene relative expression (ΔΔC_T_ method, Livak and Schmittgen, 2001). All data are the means of three biological replicates, each one composed of nine technical replicates ± SD.

### H_2_O_2_ Imaging and Inhibition Experiments

Four-day old seedlings were treated with 100 mM NaCl in hydroponic solution. For NADPH oxidase inhibition experiments, seedlings were pre-treated for 1h with 5 μM diphenyleneiodonium (DPI, Sigma–Aldrich, Germany). Thus, roots were incubated with 10 μM DHR123 (Sigma–Aldrich, Germany) for 15 min followed by 5 min rinsing in water. Roots were imaged by using a Leica B5000 fluorescence microscope (Leica Microsystems, Germany, 2.5x objective) with an I3 filter. ImageJ2 (Rueden et al., 2017) was used for image analyses. Data are presented as the mean ± SD of 10 biological replicates. Experiments were performed three times.

### Statistical Analyses

Student’s *t*-tests were applied to experiments with a sample number greater than 30. Wilcoxon–Mann–Whitney tests were applied for *n* < 30. For the analysis of RNA sequencing data, refer to the text above.

## Results

### Salt Stress Responses in Salt Sensitive and Tolerant Rice Varieties

Among the 17 Italian varieties tested (Bertazzini and Forlani, 2011), we selected the two that showed the greatest difference in response to salt exposure: the tolerant variety, Baldo (B) and the sensitive variety, Vialone Nano (VN). Both varieties are of great economic importance for local (VN) and export (B) markets.

Rice is grown in the deltas and coastal areas in Asia and Europe. Rising sea levels due to climate change have been threatening rice cultivation in Asia^8^. In Italy, during prolonged drought, sea water creeps inland from the mouth of the Po river for many kilometers. The fresh water becomes brackish and the salt enters the ground by capillarity. In our experiments we simulated the seawater flooding of paddy fields, as often happens in the river deltas. Seawater contains mainly sodium, chloride, magnesium, sulfate and calcium, with Na^+^ and Cl^-^ being the most predominant. The saline solution used in this work was prepared by combining different salts with the following proportion: NaCl:MgSO_4_:CaCl_2_:Na_2_SO_4_ = 10:2:1:1. Seawater consists of about 35 g/l in dissolved salts, corresponding to about 500 mM NaCl. A soil becomes salty when the salt concentration reaches about 40 mM NaCl and rice sensitivity shows up at about 60 mM NaCl (Munns and Tester, 2008).

Experiments at different NaCl amounts suggested 100 mM is the best concentration to highlight differences between the two varieties without killing them in a few days. Baldo is not resistant but more tolerant, as we were unable to find resistant varieties among all the previously tested varieties.

The two varieties were grown in hydroponics with/without saline solution. We first characterized their physiological response (**Figures 1A–D** and Supplementary Figure S3).

**FIGURE 1:**
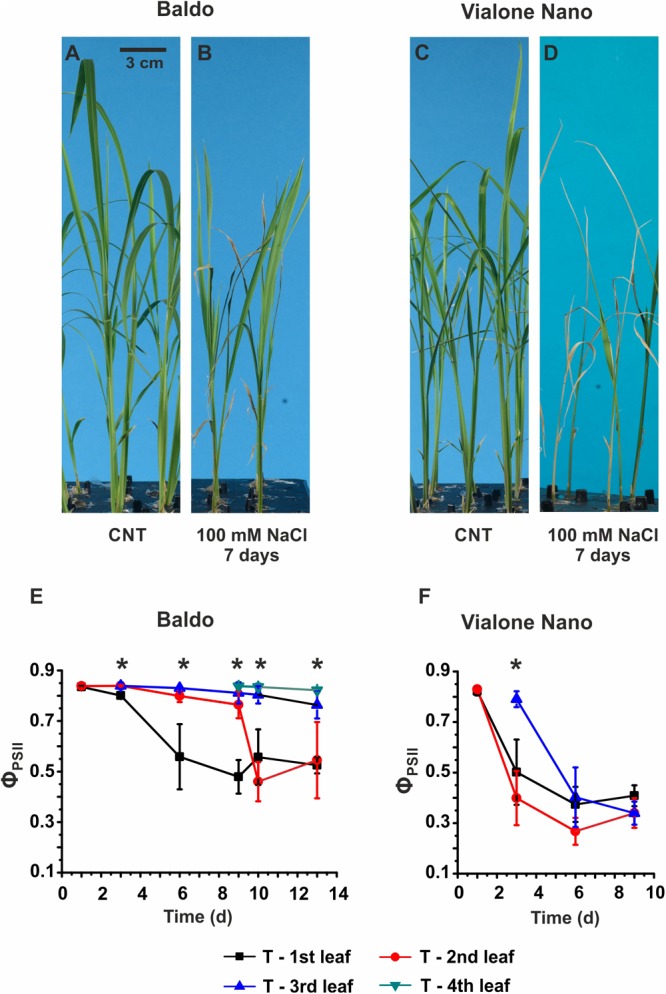
Morpho-physiological analyses of Baldo and Vialone Nano rice plants in control and stress conditions. **(A–D)** Seedlings were cultured in hydroponics up to the 2nd leaf stage and then switched to salt solution for 6 days. **(A,C)** Untreated plants. **(B,D)** Plants treated with saline solution containing 100 mM NaCl. **(E,F)** PAM imaging results for Baldo **(E)** and VN **(F)** plants, treated (T) with salt. Data are expressed as an average of six biological replicates ± SD; Asterisks indicate statistical significance for all the visible differences (*p*-value < 0.05).

In the sensitive variety, wilting of the second and third leaves was observed after 3 days of treatment (Supplementary Figure S3H), and multiple chlorotic leaves were detected after 6 days in the saline solution (**Figure 1D**). The PAM imaging technique confirmed a large decrease in PSII maximum quantum yield (Φ_PSII_) in all leaves of the sensitive plants after the 6th day (**Figure 1F**). In contrast, in tolerant plants, only the 1st and 2nd leaves were affected by salt, whereas the 3rd and the 4th leaves (**Figure 1E**), which emerged in the presence of salt, showed the same photosynthetic efficiency as the control samples (Supplementary Figure S4).

Stomatal aperture measurements after 24 h of treatment showed a reduction in the second leaf of the B plants, whereas no significant differences were observed between treated and untreated plants in VN plants (**Figure 2A**). In line with this, the relative water content (RWC) of the second leaf decreased to 54.1% in the sensitive variety after 3 days of treatment (**Figure 2B**), while in the tolerant plants no significant water loss was recorded.

**FIGURE 2:**
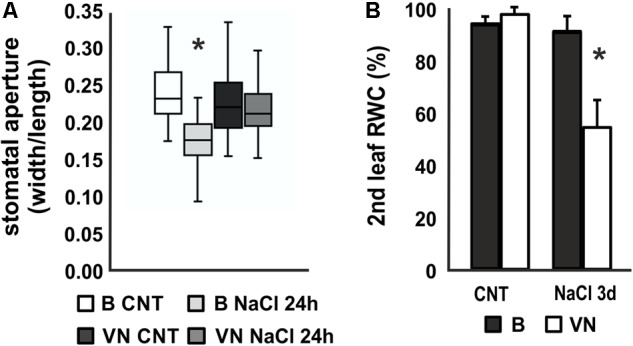
Stomatal aperture and relative water content (RWC) in plants treated with saline solution. **(A)** Box and whisker plot showing the stomatal aperture measured in the 2nd leaf of plants treated for 24 h (*n* = 20, 6 biological replicates). **(B)** Relative water content (RWC) of the 2nd leaf after 3 days of treatment (*n* = 6). Values are mean ± SD. (^∗^*p*-value < 0.01). B, Baldo; VN, Vialone Nano.

The evaluation of K^+^ and Na^+^ contents by ICP-MS technique showed that in the tolerant variety, Na^+^ was restricted to the roots and older leaves, with the exclusion of salt from the third leaf (**Figure 3A**). Conversely, in the sensitive variety Na^+^ was more uniformly partitioned between the roots and shoot, and salt accumulation was observed in all the leaves (**Figure 3A**). The [K^+^]/[Na^+^] ratio was lower in the leaves of the sensitive variety than the tolerant variety (**Figure 3B**), resulting in a larger ionic stress in the susceptible plants.

**FIGURE 3:**
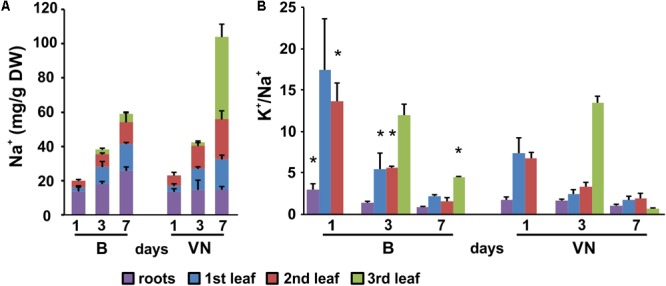
Sodium pattern distribution **(A)** and [K^+^]/[Na^+^] ratios **(B)** in roots and leaves (first, second, and third) at 1, 3, and 7 days of treatment. Data are expressed as an average of six biological replicates ± SD. B, Baldo; VN, Vialone Nano. Asterisks indicate statistical significance between Baldo and Vialone Nano, calculated for each timepoint and for each sample (root, 1st, 2nd, 3rd leaf) (*p*-value < 0.05).

To further characterize the salt response of plants, a growth recovery experiment was conducted after 6 days of stress. After 7 days of culture in salt-free medium, the recovery capacity of the two varieties was assessed. The lengths of the 3rd and 4th leaves and the Φ_PSII_ were monitored for both varieties to evaluate the recovery of both the growth capacity and the photosynthetic performance (**Figure 4** and **Table 1**).

**FIGURE 4:**
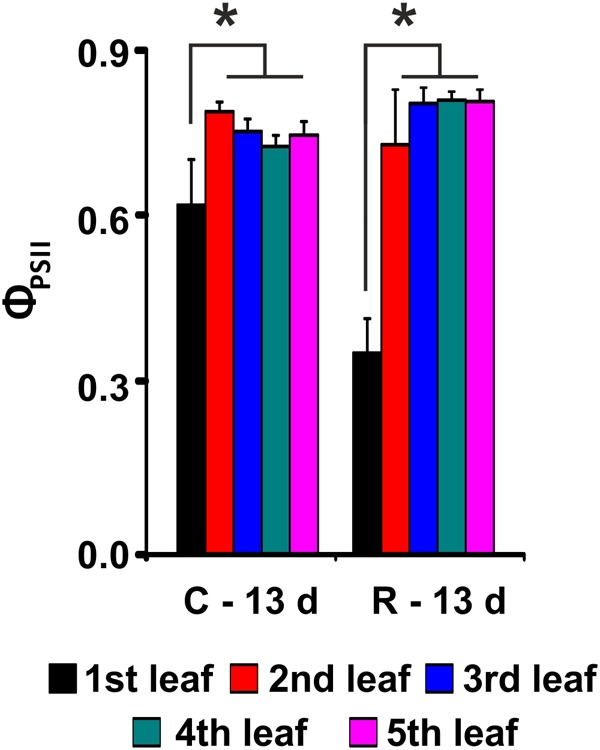
PSII maximum quantum yield (Φ_PSII_) evaluation after recovery from salt stress for Baldo plants. C – plants not exposed to salt treatment; R – plants in recovery medium. Data are expressed as an average of 6 biological replicates ± SD. Asterisks indicate statistical significance for all the visible differences (*p*-value < 0.05).

**Table 1:** Recovery capability of Baldo plants.

	3rd leaf length (6 + 7 days)		4th leaf length (6 + 7 days)	
100 mM NaCl	–	+	–	+
Baldo	24.2 ± 0.4	16.7 ± 0.3	28.3 ± 0.8	24.6 ± 2.1
Vialone Nano	17.9 ± .0.9	3.7 ± 2.1^∗^	20.5 ± 1.4	5.0 ± 2.8^∗^

*^∗^76% of dead plants. Length of 3rd and 4th leaves after 6 days of salt stress followed by 7 days in salt-free medium. The + column indicates seedlings under salt stress, whereas the – column indicates the corresponding controls. Values are the mean ± SD of 18 biological replicates in three technical replicates.*

Our results showed that the tolerant variety recovered completely after 6 days of treatment (**Figure 4** and **Table 1**), whereas in the sensitive variety, the percentage of dead plants reached 76% (**Table 1**), and there was a negative impact on photosynthesis in the remaining plants (not shown).

### Transcriptomic Analysis Showed Adaptation in Tolerant Plants and a Mis-Targeted Response in the Susceptible Variety

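Leaves and roots of B, the tolerant variety, and VN, the sensitive variety, were collected after 3 days in a saline solution with 100 mM NaCl or in control solution. Each of the 8 groups had 3 libraries, and each library came from a pool of 6 plants. The authors deposited the number of reads counted on each gene of the rice annotation, after removal of reads that mapped to several positions and without normalization. The table held 55801 genes, of which 12181 had no count in any of the 24 libraries. The total per library ranged from 16311589 to 30132807, with a mean of 19709260 (SD 3286682, n = 24 libraries), against the paper's mean of 22596239 sequenced reads. In leaves, the median total was 18083060 in control and 17346497 in salt-stressed B plants, and 18993117 and 18628377 in VN plants. In roots, it was 21191721 and 21028388 in B plants, and 17130990 and 20541580 in VN plants. In each tissue and variety, salt-stressed and control libraries were compared by edgeR's quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as DEGs. Only genes with a CPM (count scaled to the library total) of at least 1 in at least 3 of the 6 libraries were tested, after TMM normalization. The difference between varieties in the response to salt (B minus VN, on the log2 scale) was tested as the interaction of variety and treatment over the 12 libraries of each tissue. Means in CPM are given with the SD of 3 libraries. All fold changes are relative to the TMM scale. With library size alone, the median log2 fold change of all genes tested rose from 0.02 to 0.27 in VN leaves, from 0.04 to 0.21 in B leaves, from 0.01 to 0.15 in VN roots and from -0.002 to 0.113 in B roots.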

To better understand the different outcomes of the two varieties, i.e., adaptation (growth recovery) in B plants, and senescence in VN plants, transcriptomic analyses were conducted in roots and leaves 3 days after salt stress.

#### Pathway Enrichment Analysis Demonstrated That Salt Sensitivity Caused a Wide and Mistargeted Response

A total of 542,309,740 single-end, 50 nt long reads were obtained from the sequencing experiments (mean per sample of 22,596,239 with a standard deviation of 3,817,253), which decreased to 536,477,150 after pre-processing (mean per sample of 22,353,215 with a standard deviation of 3,792,380). Most of the reads (93.1%) were successfully mapped to the rice genome and met the requirements described in the Section “Materials and Methods.” Of these, 3.48% were mapped in multiple positions and were discarded.

Sequencing data were analyzed as described in the Section “Materials and Methods” and exploiting metabolic pathways from the KEGG database. The results are summarized in **Figure 5** and are available online at http://pathwayinspector.dmm.unipd.it/projectview/0ggWH7/ (Jan 2018).

**FIGURE 5:**
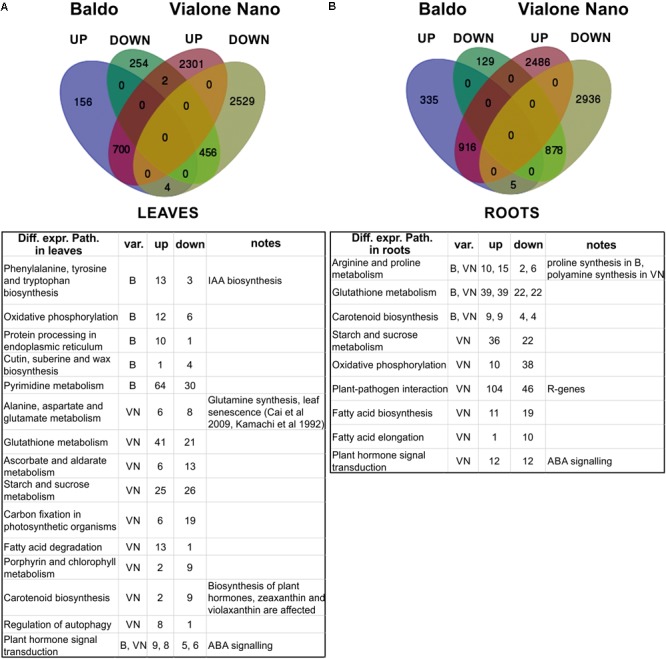
Transcriptomic analysis of leaves and roots after 3 days of salt stress. **(A,B)** Venn diagrams of up- (UP) and down (DOWN)-regulated genes (upper part). Tables (lower part) report the main differentially expressed pathways resulting from pathway enrichment analysis reported in Supplementary Tables S10, S11. B, Baldo; VN, Vialone Nano; var., variety.

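In leaves, 541 genes were DEGs in both varieties with the same direction (341 up, 200 down), 5388 were DEGs in VN alone and 187 in B alone. In roots, 1055 genes were shared with the same direction (577 up, 478 down), 5926 were DEGs in VN alone and 228 in B alone. In each tissue, 1 gene was a DEG with opposite directions, LOC_Os05g12640 in leaves and LOC_Os08g14090 in roots, both named after their values were seen. Among the 5 other settings run for shared genes on all libraries, an adjusted p under 0.01 changed their number by the largest factor. With it, 102 were shared in leaves and 172 in roots. Without replicate 3 of salt-stressed B leaves, 1727 leaf genes were shared with the same direction and 16 with opposite directions. Without replicate 2 of control B leaves, 42 were shared, and without replicate 2 of salt-stressed B roots, 215 root genes were. A DEG in one variety alone does not show that the response differed, so the difference itself was tested. The interaction of variety and treatment had an adjusted p under 0.05 for 7 of 21648 genes in leaves and 3 of 23126 in roots (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 5388 and 5926 DEGs found in VN alone, 3 in leaves and 2 in roots were among these 7 and 3 genes. The unadjusted p of the interaction was under 0.05 for 1982 and 2423 genes. DESeq2 moved the leaf count most, to 233, and the likelihood ratio test the root count, to 178. With 1 library left out, the interaction count was highest without replicate 3 of salt-stressed B leaves (43 genes) and, in roots, without replicate 2 of control VN roots (8 genes). It fell to 1 without replicate 2 of control VN leaves, and to 1 without replicate 2 of control B roots. Data were simulated with the spread of these libraries, as 1 value per gene for all groups. Differences were put on genes with a mean count of at least 50. Among these genes, the test recovered 80% of 4-fold and 0.5% of 2-fold differences between varieties in leaves, and 91% and 35% in roots. Among DEGs of VN that were tested in both varieties, 91.5% in leaves and 90.9% in roots changed in the same direction in B. Across genes above 10 CPM, which are not independent replicates, the log2 fold changes of VN and B had a Pearson's r of 0.781 in leaves (11732 genes) and 0.837 in roots (13568 genes).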

As shown in **Figure 5** and **Table 2**, in the sensitive variety VN, a large number of genes (DEGs) was regulated both in the leaves (5992 and 1572, respectively) and roots (7221 and 2263, respectively), almost fourfold the number of B.

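In VN leaves, 5930 of 20572 genes tested were DEGs, 3013 up and 2917 down. In B leaves, the count was 729 of 20466, with 401 up and 328 down. Roots had 6982 DEGs of 22234 genes in VN (3350 up, 3632 down) and 1284 of 22159 in B (747 up, 537 down). The division into up and down depended on scaling. With library size alone, 6438 genes were up and 1670 down in VN leaves, and 707 were up in B leaves, 5578 in VN roots and 1123 in B roots. The ratio of VN to B was 8.13 in leaves and 5.44 in roots. An unadjusted p under 0.05 was reached by 8375 genes in VN leaves, 3640 in B leaves, 9475 in VN roots and 4685 in B roots. DEGs with a log2 fold change of at least 1 in either direction numbered 2071, 609, 2106 and 893 in the same order. The biological coefficient of variation, which measures the spread between replicates of a group, was 16.8% in VN leaves, 24.6% in B leaves, 12.9% in VN roots and 19.8% in B roots. Among the other settings on all libraries, the leaf ratio changed by the largest factor with all 24 libraries in 1 fit, to 2.02, and the root ratio at an adjusted p under 0.01, to 19.7. The likelihood ratio test, which the paper used, gave 1758 DEGs in B leaves and 2388 in B roots. In B, single libraries moved the count. Without replicate 3 of salt-stressed leaves it was 3000, and without replicate 2 of control leaves 51. B roots had 224 DEGs without replicate 2 of salt-stressed roots. In VN leaves, it stayed between 3900, without replicate 2 of control leaves, and 4920 when each library was left out in turn, and in VN roots between 4775 and 7014.

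**Figure D1:**
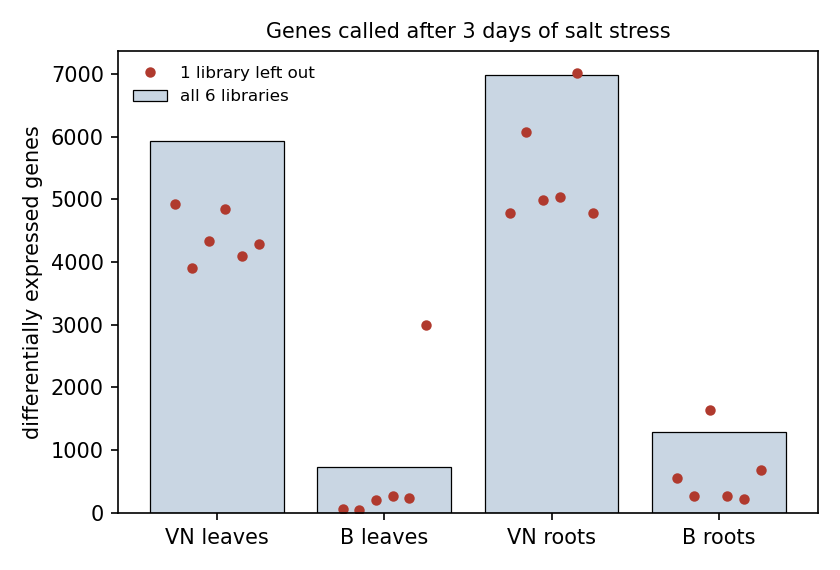
Number of DEGs after 3 days of salt stress in each variety and tissue (bars, 6 libraries each) and with 1 library left out (points). The bars stand at 5930, 729, 6982 and 1284 genes, and the highest point of B leaves, at 3000, lacks replicate 3 of salt-stressed leaves.

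From the larger number of DEGs in VN, and a number of enriched pathways proportional to it, the paper proposes a wider response to salt stress in VN.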

**Table 2:** Number of DEGs and DE pathways for each comparison.

Comparison	Diff. Expr. Genes	Diff. Expr. Pathways	Genes in Pathways
VRT vs. VRC	7221	57	1219
BRT vs. BRC	2263	23	384
VLT vs. VLC	5992	67	996
BLT vs. BLC	1572	29	435

*The following acronyms were used: V, Vialone Nano; B, Baldo; R, root; L, leaves; T, treated (3 days salt-stressed seedlings); C, control (without salt stress). The first column summarizes the results of the edgeR pipeline, whereas the last two columns summarize the enrichment analysis (performed with DEAP).*

To better interpret the many DEGs, a pathway enrichment was performed: genes were assigned to clusters of orthologous groups from the KEGG database (4th column in **Table 2**), gene networks (topology) were created, and finally the expression data were combined with the pathway topology to compute an enrichment score (see Materials and Methods for further details). We thus obtained a list of enriched pathways and their modulated components for each pairwise comparison. The number of enriched pathways was proportional to the number of DEGs and was therefore higher in the sensitive variety (**Table 2**), suggesting a wider response to salt stress in the VN variety.

**Figure 5** shows the major enriched pathways with the number of genes involved. The complete list of enriched pathways is reported in Supplementary Tables S7, S8 for leaves and roots, respectively. Some pathways (22 in leaves and 20 in roots) were common between the two varieties. Of these, a few included different DEGs (i.e., “selenocompound metabolism,” “fructose and mannose metabolism,” “pantothenate and CoA biosynthesis,” and “purine metabolism” in leaves; “arginine and proline metabolism” and “arginine biosynthesis” in roots). The redundancy of genes could account for this discrepancy because no difference was observed in the regulation of those pathways. Only two exceptions were noted: “selenocompound metabolism” in leaves, which in VN shifted clearly toward Se-Met synthesis (Supplementary Figure S5), and in “arginine and proline metabolism” in roots in which the up-regulation of proline biosynthesis in B and the up-regulation of polyamines biosynthesis in VN were observed (Supplementary Figure S6).

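For proline biosynthesis in roots, the gene that the paper names is P5CS2 (LOC_Os01g62900, chromosome 1). In B roots it was at 71.2 ± 17.8 CPM (SD, n = 3) under salt and 18.3 ± 5.99 CPM (SD, n = 3) in control plants, a log2 fold change of 1.96 (standard error 0.27, adjusted p = 0.0108 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 2 of control B roots, the adjusted p from the same test was 0.0541, and over all other settings it lay between 4.37e-10 and 0.0594. VN roots had 62.3 ± 2.63 CPM under salt and 16.9 ± 3.48 CPM in control plants (SD, n = 3 each). The log2 fold change in VN was 1.88 (standard error 0.14, adjusted p = 2.17e-05 from the same test). Every salt-stressed library was above every control library in both varieties. The interaction of variety and treatment was 0.06 (standard error 0.33, adjusted p = 0.963 from the same test).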

Regarding the pathways identified only for the B variety (two in roots and six in leaves), for “phenylalanine, tyrosine and tryptophan biosynthesis,” the up-regulation of indole (IAA precursor) synthesis was noted (Supplementary Figure S7). For “pyrimidine metabolism,” the salvage pathway appeared to be activated (Supplementary Figure S8), which has been previously observed in salt-stressed mangrove trees (Suzuki-Yamamoto et al., 2006).

Concerning only the VN variety (31 in roots, and 45 in leaves), the pathways involved in chlorophyll metabolism, carbon fixation, oxidative stress response, autophagy, and basic metabolism (glycolysis, riboflavin and protein synthesis) were affected by salt stress. In particular, in leaves, the genes involved in the photosystem assembly were down-regulated, whereas those implicated in nitrogen reallocation (i.e., glutamine synthetase) and autophagy were up-regulated, implying that the leaves were undergoing an active chloroplast dismantling followed by reassimilation of nitrogen, typical of both natural and stress-induced leaf senescence (Sade et al., 2017) (**Figure 5** and Supplementary Tables S7, S8). 

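Of the genes for nitrogen reallocation and autophagy, 2 could be followed by identifier. Glutamine synthetase cytosolic isozyme 1-3 (LOC_Os03g50490, chromosome 3) rose in VN leaves from 0.137 ± 0.094 to 5.20 ± 2.99 CPM (SD, n = 3 each), with between 1 and 189 counts per library. Its log2 fold change was 5.21 (standard error 0.66, adjusted p = 0.00126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In B leaves, the gene was under the filter on low counts, at 4.32 ± 5.52 CPM under salt and 0.256 ± 0.212 CPM in control plants. The interaction was -1.16 (standard error 1.67, adjusted p = 0.917 from the same test). ATG3 (LOC_Os01g10290, chromosome 1), an autophagy gene, was at 31.1 ± 1.37 CPM under salt and 23.3 ± 0.733 CPM in control VN leaves (SD, n = 3 each), a log2 fold change of 0.42 (standard error 0.09, adjusted p = 0.012 from the same test). Without replicate 2 of control VN leaves, its adjusted p was 0.0633, with a range of 0.00192 to 0.0633 over all other settings. In B leaves, the log2 fold change of ATG3 was 0.08 (standard error 0.18, adjusted p = 0.893), and it was -0.12 without replicate 3 of salt-stressed B leaves. The interaction for ATG3 was -0.38 (standard error 0.20, adjusted p = 0.621).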

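Supplementary Table S9 lists 150 genes for the plant–pathogen interaction pathway, of which the paper's own adjusted p-value is under 0.05 for 66. All 150 were tested in VN roots, and 65 were DEGs, 48 up and 17 down. With p-values adjusted over the list alone, 68 were DEGs, which is not independent evidence because the list was drawn from these libraries. DEGs made up 43.3% of the list in VN roots, against 31.4% of all genes tested there. In B roots, these shares were 6.43% and 5.79%. The list as a whole was raised against all other genes tested (limma's camera with an inter-gene correlation of 0.01, p = 0.00078). The rise held under fry (p = 0.0343) and not when camera estimated the correlation (p = 0.335). The paper reports the pathway as enriched in these VN roots, so tests of the list as a whole are not independent evidence either. Without replicate 1 of control VN roots, or without replicate 3 of salt-stressed VN roots, 40 genes were DEGs. In B roots, 9 of 140 genes tested were DEGs, 5 up and 4 down, 9 when adjusted over the list alone, and 29 had an unadjusted p under 0.05. The likelihood ratio test gave 16. For the list as a whole in B roots, camera with the same preset correlation gave p = 0.0514, and p = 0.0492 with RLE factors, against 0.352 in fry and 0.622 with the estimated correlation. At the preset correlation, camera gave p = 3.8e-05 without replicate 3 of salt-stressed B roots and p = 0.51 without replicate 2. The DEGs of B roots numbered between 1, without replicate 2 of control roots among others, and 13, without replicate 3 of control roots. Of 58 DEGs of VN roots tested in both varieties, 53 changed in the same direction in B. No gene of the list had an interaction with an adjusted p under 0.05, and 18 had an unadjusted p under 0.05. For the list as a whole, the interaction had p = 0.0102 in camera, 0.372 in fry and 0.464 with the estimated correlation, and in camera with the preset correlation p = 0.718 without replicate 3 of salt-stressed B roots, 0.169 without replicate 2 of control VN roots, 0.0821 without replicate 3 of salt-stressed VN roots and 0.0783 without replicate 2 of control B roots.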

Of note, the “plant–pathogen interaction” pathway was enriched in VN roots (**Figure 2**), which consists of a group of 150 genes that belong mostly to the group of R genes (Supplementary Table S9), representing an example of a mis-targeted stress response in the sensitive variety.

It is now recognized that abiotic stresses lead to a reorganization of organ development in plants. Hormones are putatively involved in this response. In our system, in both B and VN varieties we found many hormone biosynthetic and signaling pathways between DEPs (carotenoid biosynthesis for ABA, diterpenoid biosynthesis for GAs, cytokinins and brassinosteroid biosynthesis) both in roots and leaves (Supplementary Tables S7, S8).

#### Analysis of Stress Responsive Genes Showed That Tolerant Plants Activate Effective Stress Responsive Mechanisms

In order to compare the response of the two varieties, all DEGs represented by the following GO terms were gathered: response to salt stress, osmotic stress, water stimulus, desiccation, water deprivation, and oxidative stress (**Figure 6** and Supplementary Tables S10, S11). 

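The stress-responsive genes of Supplementary Tables S10 and S11, 379 in leaves and 469 in roots, were counted again among the DEGs of each comparison. In leaves, 308 of 371 genes tested were DEGs in VN (171 up, 137 down) and 72 of 369 in B (38 up, 34 down). In roots, 414 of 461 were DEGs in VN (148 up, 266 down) and 92 of 462 in B (42 up, 50 down). The ratio of VN to B was 4.28 in leaves and 4.5 in roots. Adjusted over the list alone, the counts were 342 and 172 in leaves and 442 and 182 in roots. The lists were drawn by the authors from their DEGs in these libraries, so those counts are not independent evidence. Among the other tests and scalings of all genes on all libraries, DESeq2 moved the counts of B most, to 143 in leaves and 172 in roots. The B count in leaves was 4 without replicate 1 of control leaves and 147 without replicate 3 of salt-stressed leaves. In B roots, it was 22 without replicate 2 of salt-stressed roots and 126 without replicate 3 of control roots.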

In the sensitive variety, approximately 3- to 4-fold the number of genes found in tolerant plants were differentially expressed both in leaves and in roots (343 and 440 in VN and 130 and 167 in B, respectively). Of these, only 94 and 138 were shared between the two varieties in leaves and roots, respectively (**Figure 6**).

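Of the listed genes, 51 in leaves and 82 in roots were DEGs in both varieties, 257 and 332 in VN alone, and 21 and 10 in B alone. The genes shared in leaves numbered 2 without replicate 1 of control B leaves and 107 without replicate 3 of salt-stressed B leaves. In roots, they numbered 20 without replicate 2 of salt-stressed B roots and 114 without replicate 3 of control B roots. The interaction of variety and treatment had an adjusted p under 0.05 for 1 of 379 genes in leaves, which was LOC_Os05g12640, and for 0 of 469 in roots. Its unadjusted p was under 0.05 for 97 and 127 genes. Among genes that the tables list for VN alone, 203 of 239 in leaves and 244 of 295 in roots changed in the same direction in B. Of those listed for B alone, 25 of 28 in leaves and 15 of 21 in roots changed in the same direction in VN.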

**FIGURE 6:**
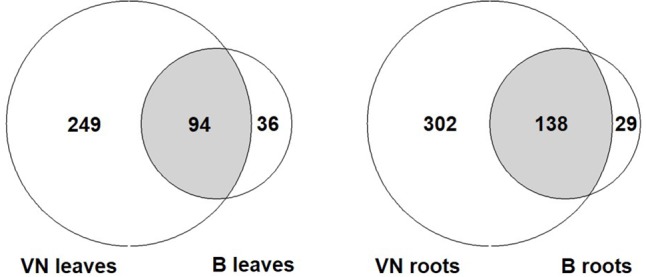
The number of DEGs related to abiotic stress responses listed in Supplementary Tables S7, S8. Few DEGs overlap between the two varieties, with VN showing a broad response, 3 to 4-fold more than in B plants. B, Baldo; VN, Vialone Nano.

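Among the listed genes, 7 dehydrins, 7 late embryogenesis abundant proteins, 5 aquaporins and 4 annexins were listed for leaves. In VN leaves, 6 dehydrins were up and 1 was down, 7 late embryogenesis abundant genes were up, 1 aquaporin was up and 4 were down, and 2 annexins were up and 1 was down. In B leaves, 4 dehydrins, 5 late embryogenesis abundant genes and 2 annexins were up, and 1 aquaporin was down. These were also DEGs in VN leaves. With library size alone, 3 annexins were up and 0 down in each variety. In roots, 7 of 9 aquaporins and 3 of 3 annexins were down in VN, and 2 aquaporins and 1 annexin in B. For dehydrins and late embryogenesis abundant genes, 3 and 2 were up in VN roots and none in B roots. Of 4 listed root dehydrins, 2 passed the filter on low counts in B roots. The likelihood ratio test, library size alone and the fit without replicate 3 of control roots each called 1 dehydrin in B roots. No gene of the 4 families had an interaction with an adjusted p under 0.05, while 2 in leaves and 7 in roots had an unadjusted p under 0.05. Counts in B leaves depended on single libraries. Without replicate 1 of control leaves, 1 dehydrin and no gene of the other 3 families was a DEG. In roots, no aquaporin was a DEG in B without replicate 2 of salt-stressed roots. The annexin OsANN2 (LOC_Os02g51750, chromosome 2) was at 42.4 ± 2.64 CPM under salt and 19.6 ± 0.428 CPM in control VN leaves (SD, n = 3 each), a log2 fold change of 1.11 (standard error 0.09, adjusted p = 0.000481 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In B leaves, it was at 32.0 ± 1.01 and 11.6 ± 1.05 CPM, a log2 fold change of 1.47 (standard error 0.15, adjusted p = 0.0049 from the same test). The adjusted p in B was 0.0538 without replicate 1 of control leaves, the highest over its other settings, and 3.32e-13 at the lowest. All salt-stressed libraries were above all control libraries in both varieties.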

Among the DEGs shared between the two varieties, we found genes encoding for salt/drought-induced proteins, including aquaporins, dehydrins, late embryogenesis abundant proteins, and annexins, indicating that both varieties responded to salt. 

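In roots, 91 peroxidase genes were listed. Of these, 80 were DEGs in VN (17 up, 63 down), 35 in B (10 up, 25 down) and 32 in both. No peroxidase had an interaction with an adjusted p under 0.05, and 28 had an unadjusted p under 0.05. The count in B roots was 15 without replicate 2 of salt-stressed roots and 41 without replicate 3 of control roots. Catalase isozyme A (LOC_Os02g02400, chromosome 2) rose in VN roots from 264 ± 9.54 to 1119 ± 254 CPM (SD, n = 3 each), a log2 fold change of 2.08 (standard error 0.15, adjusted p = 2.44e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In B roots, it rose from 235 ± 53.1 to 913 ± 96.4 CPM, a log2 fold change of 1.96 (standard error 0.20, adjusted p = 0.00404 from the same test). Every salt-stressed library was higher than every control library. The interaction was -0.14 (standard error 0.26, adjusted p = 0.863). The other listed catalase, LOC_Os03g03910 on chromosome 3, had a log2 fold change of 0.86 in VN roots (standard error 0.25, adjusted p = 0.0258) and -1.23 in B roots (standard error 0.74, adjusted p = 0.394). Its level in control B roots was 22.2 ± 25.4 CPM, and replicate 2 of that group also held leaf-specific transcripts at 1.24% of their level in leaves. The interaction for this gene was -2.12 (standard error 0.89, adjusted p = 0.444).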

Genes involved in ROS detoxification (i.e., peroxidases and catalases) were shared only in roots, where both varieties accumulated sodium (**Figure 3A**). In leaves, these genes were differentially expressed only in the sensitive variety. These results suggested that VN plants experienced strong oxidative stress (genes for NADPH oxidoreductase, catalases, superoxide dismutases, and ascorbate peroxidases) and cellular damage (genes for DNA helicases and heat shock proteins) in both the roots and leaves (Supplementary Tables S10, S11), while B plants limited the oxidative stress to the roots. 

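In leaves, 39 peroxidase genes were listed, 10 of them by the paper's Table S10 as common to both varieties. DEGs numbered 25 in VN (4 up, 21 down), 7 in B (all down) and 4 in both. With library size alone, 9 were up and 14 down in VN. No leaf peroxidase had an interaction with an adjusted p under 0.05, and 12 had an unadjusted p under 0.05. In B leaves, none was a DEG without replicate 1 or without replicate 2 of control leaves, and 13 were without replicate 3 of salt-stressed leaves. Catalase isozyme B (LOC_Os06g51150, chromosome 6) was at 188 ± 6.10 CPM under salt and 107.5 ± 5.36 CPM in control VN leaves (SD, n = 3 each), a log2 fold change of 0.81 (standard error 0.09, adjusted p = 0.000819 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change in B leaves was 0.15 (standard error 0.17, adjusted p = 0.738 from the same test). Replicate 2 of salt-stressed B leaves, at 148 CPM, also held root-specific transcripts at a median of 5.03% of their level in B roots. Catalase isozyme B was at 607 CPM in salt-stressed B roots, and its log2 fold change in B leaves was 0.06 without that library. The interaction was -0.70 (standard error 0.18, adjusted p = 0.249), and DESeq2 gave it an adjusted p of 0.0392, the lowest over all other settings, against 0.607 at the highest. LOC_Os03g03910, with a catalase domain, fell by 0.67 on the log2 scale in VN leaves (standard error 0.22, adjusted p = 0.0581) and by 0.69 in B leaves (standard error 0.26, adjusted p = 0.208). In VN leaves, its adjusted p was 0.0112 with the likelihood ratio test and 0.0245 without replicate 1 of salt-stressed leaves, in a range of 0.00416 to 0.379. The interaction was -0.07 (standard error 0.35, adjusted p = 0.988).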

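The NADPH oxidase gene RbohA (LOC_Os01g53294, chromosome 1) was at 56.0 ± 9.99 CPM under salt and 25.4 ± 2.79 CPM in control VN leaves (SD, n = 3 each), a log2 fold change of 1.14 (standard error 0.15, adjusted p = 0.00161 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In B leaves, the log2 fold change was 0.48 (standard error 0.23, adjusted p = 0.339 from the same test), with an adjusted p of 0.0133 without replicate 3 of salt-stressed leaves, the lowest over its other settings, and 0.736 at the highest. The interaction was -0.71 (standard error 0.28, adjusted p = 0.471). In roots, RbohA fell by 0.53 on the log2 scale in VN (standard error 0.14, adjusted p = 0.0161) and by 0.42 in B (standard error 0.17, adjusted p = 0.196), with an interaction of 0.09 (standard error 0.23, adjusted p = 0.914). The ascorbate peroxidase gene OsAPx8 (LOC_Os02g34810, chromosome 2) fell in VN leaves from 1035 ± 191 to 341 ± 34.3 CPM (SD, n = 3 each), a log2 fold change of -1.60 (standard error 0.16, adjusted p = 0.000652 from the same test). In B leaves, it fell from 1193 ± 72.5 to 780 ± 136 CPM, a log2 fold change of -0.61 (standard error 0.18, adjusted p = 0.116). Without replicate 3 of salt-stressed B leaves, that adjusted p was 0.0198, and over all other settings it lay between 0.00846 and 0.419. The interaction for OsAPx8 was 0.94 (standard error 0.25, adjusted p = 0.259), with an adjusted p of 0.0228 in DESeq2 and a range of 0.0228 to 0.597. Of the listed families in VN leaves, 2 of 2 superoxide dismutases (1 up, 1 down) and 2 of 2 helicases (2 down) were DEGs. So were 7 of 7 heat shock genes (6 up, 1 down). With library size alone, 1 helicase and 0 heat shock genes were down in VN leaves. In VN roots, 2 of 2 superoxide dismutases (2 up) and 3 of 3 ascorbate peroxidases (2 up, 1 down) were DEGs. So were 2 of 2 helicases (2 up) and 5 of 5 heat shock genes (3 up, 2 down). In B, 4 heat shock genes were up in leaves and 1 in roots, and no superoxide dismutase, ascorbate peroxidase or helicase was a DEG. The likelihood ratio test and DESeq2 each called 1 superoxide dismutase up in B leaves and 1 ascorbate peroxidase up in B roots. OsAPx8 was also called down in B leaves by these tests (adjusted p = 0.0440 and 0.0155). With library size alone, 1 superoxide dismutase was up in B leaves and 1 in B roots. Of the listed NADPH oxidoreductases, 4 of 5 were DEGs in VN leaves (3 up, 1 down) and 3 of 4 in VN roots (2 up, 1 down), while with library size alone none was down in VN. In B, 1 was up in leaves, also a DEG in VN, and 1 was down in roots. Without replicate 1 of control B leaves none was a DEG in B leaves, without replicate 3 of salt-stressed B leaves 2 were, and in B roots none was without replicate 1 of control roots. No gene of these families had an interaction with an adjusted p under 0.05, while 2 in leaves and 3 in roots, and 1 NADPH oxidoreductase in each tissue, had an unadjusted p under 0.05. Heat shock genes in B leaves numbered 0 without replicate 2 of control leaves, and without replicate 3 of salt-stressed leaves 1 superoxide dismutase and 1 ascorbate peroxidase were DEGs. With a library of B roots left out, 1 heat shock gene was a DEG only without replicate 3 of control roots. In that fit, 1 ascorbate peroxidase was a DEG too.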

The group of DEGs that is only present in B plants comprised two genes (LOC_Os11g03440; LOC_Os12g03150), coding for putative MYB60 transcription factors, which are known to be involved in stomatal aperture in Arabidopsis and grape (Cominelli et al., 2005; Galbiati et al., 2011). The strong downregulation of these genes in B leaves might be related to stomatal closure. In addition, LOC_Os12g12580, encoding for a putative alkenal reductase, involved in defense against oxidative damage in several plant species (Mano et al., 2005), was found to be the most down-regulated gene in B plant roots.

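LOC_Os11g03440 (chromosome 11) was at 0.668 ± 0.632 CPM in salt-stressed and 3.79 ± 0.531 CPM in control B leaves (SD, n = 3 each). Its log2 fold change was -2.52 (standard error 0.57, adjusted p = 0.056 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOC_Os12g03150 (chromosome 12) was at 0.983 ± 1.26 and 5.30 ± 0.908 CPM, a log2 fold change of -2.46 (standard error 0.77, adjusted p = 0.137 from the same test). For both genes, the 3 salt-stressed libraries were below the 3 control libraries, and the counts per library lay between 5 and 80 for the first gene and between 4 and 116 for the second. Without replicate 3 of salt-stressed leaves, the log2 fold changes were -3.65 (adjusted p = 0.00206 from the same test) and -4.39 (adjusted p = 0.00163). The likelihood ratio test gave adjusted p-values of 0.000512 and 0.0351. Over all other settings, they lay between 0.000512 and 0.222 for LOC_Os11g03440 and between 0.00136 and 0.384 for LOC_Os12g03150. In VN leaves, both genes were under the filter on low counts, at 0.659 ± 0.541 and 0.883 ± 0.840 CPM under salt and 0.851 ± 0.976 and 0.870 ± 0.998 CPM in control plants. Tested without the filter, they had log2 fold changes of -0.36 (standard error 0.74, adjusted p = 0.782) and 0.03 (standard error 0.84, adjusted p = 0.986) in VN leaves. The interaction of variety and treatment was -2.20 (standard error 1.19, adjusted p = 0.643) for LOC_Os11g03440 and -2.52 (standard error 1.46, adjusted p = 0.669) for LOC_Os12g03150.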

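In B roots, LOC_Os12g12580 (chromosome 12) was at 0.212 ± 0.141 CPM under salt and 6.48 ± 5.92 CPM in control plants (SD, n = 3 each), with between 3 and 256 counts per library. The log2 fold change was -4.96 (standard error 0.90, adjusted p = 0.0227 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was the lowest of 167 genes that Supplementary Table S11 lists for B and that were tested, and ranked 16 from the lowest among all 22159 genes tested in B roots. The adjusted p from the same test was 0.0907, 0.0811 and 0.0867 without replicates 1, 2 and 3 of salt-stressed roots, within a range of 5.81e-09 to 0.0907 over the 11 other settings in which it was tested. The control libraries were at 13.05, 4.81 and 1.57 CPM, and with any 1 of them left out the gene was under the filter on low counts and not tested. Replicate 2, at 4.81 CPM, also held leaf transcripts, at a median of 1.24% of their level in B leaves, and this gene was at 179 CPM in control leaves of B and 277 CPM in those of VN, so its value in that library is not free of leaf RNA. In VN roots, the gene was under the filter on low counts, at 0.186 ± 0.107 CPM under salt and 3.83 ± 4.58 CPM in control plants (SD, n = 3 each). Tested without the filter in VN roots, the log2 fold change was -4.40 (standard error 0.64, adjusted p = 3.72e-06 from the same test). In both varieties, the 3 salt-stressed libraries were below the 3 control libraries. The interaction was -0.57 (standard error 1.78, adjusted p = 0.93 from the same test), and 0.43 without replicate 1 of control B roots.

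**Figure D2:**
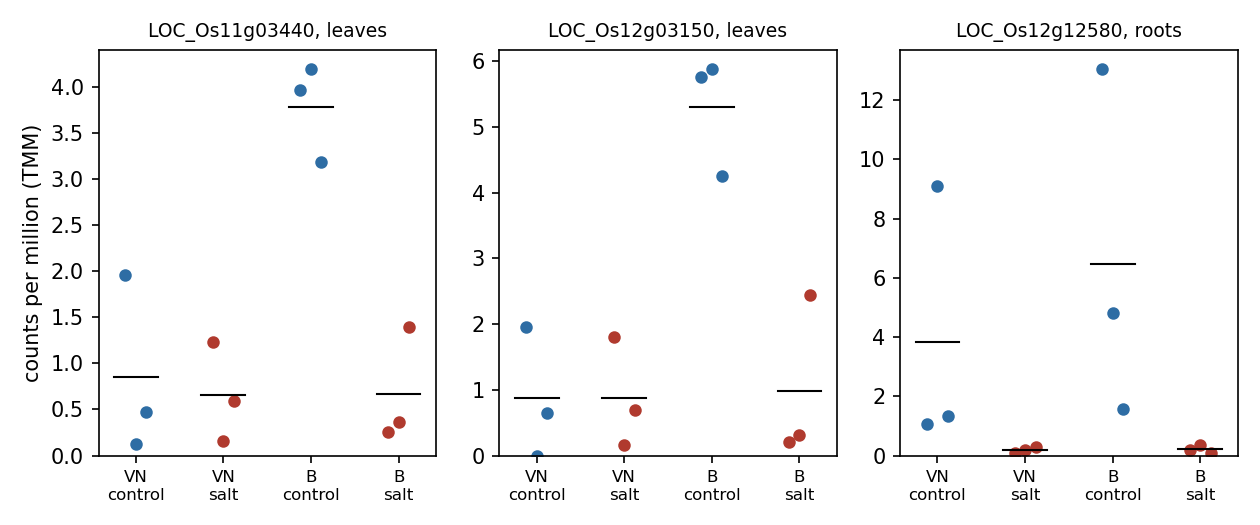
CPM (TMM) of the MYB60 genes LOC_Os11g03440 and LOC_Os12g03150 in leaves and of LOC_Os12g12580 in roots. Each point is 1 library and each line the mean of 3, for control (blue) and salt-stressed (red) plants of each variety. The means of LOC_Os12g12580 fall from 6.48 to 0.212 in B and from 3.83 to 0.186 in VN.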

#### Analyses of Membrane Proteins Involved in Ion Homeostasis Highlighted Susceptible Plants Suffering from Long-Term Osmotic Stress and Ion Toxicity

As reported above, the two varieties differed in terms of sodium allocation throughout the plant (**Figure 3A**). We thus gathered all the DEGs annotated as ion transporters/channels and carriers, in order to have a more detailed picture of the plants’ physiological conditions.

Abbreviations and full names of these genes, according to the Aramemnon database^9^, are reported in **Table 3**.

**Table 3:** Number of DEG encoding channels, H^+^ pumps and carriers gathered from the RNA sequencing data.

	*B*		VN			*B*		VN	
Categories	Leaf	Root	Leaf	Root	Categories	Leaf	Root	Leaf	Root
**Channels:**	**21**	**29**	**35**	**56**	**Carriers:**	**61**	**87**	**151**	**193**
OSCA-type channels	1	2	4	3	ClC family anion:proton antiporter	1	0	3	3
Ammonium transporters	2	3	1	6	SWEET-type sugar efflux transporter	4	5	8	8
SLAC-type guard cell anion channels	3	1	3	1	HKT-type potassium/sodium cation transporter	0	0	2	1
GLR-type ligand-gated cation channels	0	3	1	9	HAK/KUP/KT-type potassium cation transporter	4	6	11	14
CNGC-type cyclic nucleotide-gated cation channels	1	1	1	3	Auxin transporter	1	3	7	8
Potassium cation channels	2	3	2	4	ProT-type proline transporter	1	0	3	2
Aquaporin/small solute channels	3	4	9	14	CCC-type cation:chloride co-transporter	0	0	1	1
					monosaccharide transporters	2	8	10	20
**Active transport:**	**5**	**9**	**22**	**22**	NHX-type proton:sodium cation antiporter	0	0	2	1
V-type ATPase	0	0	9	8	CHX-type proton:monovalent cation antiporter	1	4	2	5
P-type ATPase	1	7	8	12	CAX-type proton:calcium cation exchanger	1	0	4	1
Putative proton-translocating PP-ase	2	0	3	0	CCX-type cation:calcium cation exchanger	1	0	1	2

*In accordance with the Aramemnon database (http://aramemnon.uni-koeln.de/), for each gene the full name is written immediately after the abbreviation. B, Baldo; VN, Vialone Nano.*

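HAK5 (LOC_Os01g70490, chromosome 1), a high affinity potassium transporter, was at 23.8 ± 10.9 CPM under salt and 10.5 ± 1.40 CPM in control VN leaves (SD, n = 3 each). Its log2 fold change was 1.17 (standard error 0.34, adjusted p = 0.035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although the CPM of the groups overlapped. With each VN leaf library left out in turn, the adjusted p was above 0.05 in 5 of 6 fits and was highest, at 0.11, without replicate 2 of salt-stressed leaves, in a range of 0.00217 to 0.11 over all other settings. In B leaves, the log2 fold change was 1.25 (standard error 0.50, adjusted p = 0.238 from the same test), and the interaction was 0.04 (standard error 0.67, adjusted p = 1). In roots, HAK5 was under the filter on low counts in both varieties, at 0.678 ± 0.145 CPM under salt and 0.665 ± 0.151 CPM in control plants of VN, and 0.852 ± 0.472 and 0.531 ± 0.402 CPM in B (SD, n = 3 each). The paper counts HAK transporters as a family, of which HAK5 is 1 gene.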

After 3 days of salt stress, sensitive plants were still regulating the genes encoding mostly for aquaporins, NSCCs (non-selective cation channels, e.g., ionotropic glutamate receptor GLR and cyclic-nucleotide gated channels CNGC), ATPases, high affinity K^+^ transporters (HAK), and proline and monosaccharide transporters, primarily in roots (**Table 3**). In addition, genes involved in Na^+^ and Cl^-^ transport (i.e., Na^+^/H^+^ antiporter NHX, chloride channel ClC, cation chloride co-transporter CCC, and high affinity K^+^/Na^+^ transporter HKT) were modulated only in the VN plants (**Table 3**), suggesting that susceptible plants were still suffering from osmotic stress, water deficit and ion toxicity after 3 days of salt treatment.

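The sodium/proton antiporter gene NHX1 (LOC_Os07g47100, chromosome 7) was at 21.9 ± 0.945 CPM under salt and 35.2 ± 5.63 CPM in control VN roots (SD, n = 3 each), a log2 fold change of -0.68 (standard error 0.12, adjusted p = 0.00281 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all 24 libraries in 1 fit, the adjusted p from the same test was 0.152, the highest over its other settings, and 1.71e-05 at the lowest. In B roots, the log2 fold change was -0.27 (standard error 0.20, adjusted p = 0.501), and the interaction was 0.39 (standard error 0.26, adjusted p = 0.599). In leaves, NHX1 changed by 0.10 in VN (standard error 0.34, adjusted p = 0.846) and 0.09 in B (standard error 0.35, adjusted p = 0.939) on the log2 scale. These leaf values were -0.29 in VN and -0.32 in B without replicate 1 of the salt-stressed leaves of the same variety. The sodium transporter gene HKT1.4 (LOC_Os04g51830, chromosome 4) had log2 fold changes of 0.56 in VN leaves (standard error 0.44, adjusted p = 0.374) and 0.62 in B leaves (standard error 0.44, adjusted p = 0.543). HKT1.4 was low, at 1.87 CPM under salt and 1.25 CPM in control VN leaves, and 1.37 and 0.89 CPM in B leaves. For HKT1.5 (LOC_Os01g20160, chromosome 1), the log2 fold changes were 0.15 in VN roots (standard error 0.22, adjusted p = 0.637) and 0.44 in B roots (standard error 0.24, adjusted p = 0.35). HKT1.5 in VN roots was at -0.08 without replicate 2 of salt-stressed roots. The paper counts NHX and HKT genes by family without identifiers, so the genes followed here may not be those it counted.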

### A Particular NPQ Activation in the Leaves of Tolerant Plants Suggested the Involvement of the Zeaxanthin Biosynthetic Pathway

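In VN leaves, the ZEP gene (LOC_Os04g37619, chromosome 4) was at 266 ± 34.9 CPM under salt and 317 ± 66.9 CPM in control plants (SD, n = 3 each), and the groups overlapped. Its log2 fold change was -0.25 (standard error 0.17, adjusted p = 0.311 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p lay between 0.0521, without replicate 1 of control leaves, and 0.979 over all other settings. Of the 2 VDE genes, LOC_Os04g31040 on chromosome 4 was at 84.1 ± 8.90 CPM under salt and 126 ± 6.94 CPM in control plants (SD, n = 3 each), lower in each of the 3 salt-stressed libraries than in any control library. The log2 fold change was -0.58 (standard error 0.11, adjusted p = 0.00551 from the same test). With all 24 libraries in 1 fit its adjusted p was 0.142, in a range of 1.81e-05 to 0.142. LOC_Os01g51860 on chromosome 1, the other VDE gene, was at 32.8 ± 4.46 and 35.8 ± 3.40 CPM, a log2 fold change of -0.13 (standard error 0.13, adjusted p = 0.493 from the same test), and 0.12 with library size alone.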

In leaves of sensitive plants, we found that genes encoding for Zeaxanthin epoxidase (ZEP) and Violaxanthin de-epoxidase (VDE) (**Figure 7A**) were down-regulated. Whereas in tolerant plants, only the ZEP encoding gene was down-regulated (**Figure 7B**). This may correlate with PAM imaging analyses that show a different ability to activate non-photochemical quenching (NPQ). 

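In B leaves, ZEP (LOC_Os04g37619) was at 247 ± 20.0 CPM under salt and 306 ± 16.7 CPM in control plants (SD, n = 3 each), with every salt-stressed library below every control library. The log2 fold change was -0.31 (standard error 0.14, adjusted p = 0.320 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an adjusted p between 0.0931 and 0.733 over all other settings. The log2 fold change of VDE was -0.18 for LOC_Os04g31040 (standard error 0.18, adjusted p = 0.679 from the same test) and -0.004 for LOC_Os01g51860 (standard error 0.18, adjusted p = 0.996), which turned to 0.12 without replicate 2 of control leaves. The interaction of variety and treatment was -0.10 for ZEP (standard error 0.23, adjusted p = 0.96), 0.36 for LOC_Os04g31040 (standard error 0.20, adjusted p = 0.658) and 0.08 for LOC_Os01g51860 (standard error 0.22, adjusted p = 0.97).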

In fact the regulatory mechanism of photosynthesis reduces the photo-oxidative damage caused by the over-excitation of PSII (Erickson et al., 2015), requiring the presence of Zeaxanthin. After 6 days of salt treatment, NPQ was higher in the B treated plants than in the controls (**Figures 7C,D**, red curves). Using the imaging system, we observed that the high NPQ was particularly evident in areas of the leaf that maintained their PSII functionality (Supplementary Figure S9), thus suggesting that its increase correlates with the activation of a response to salt.

**FIGURE 7:**
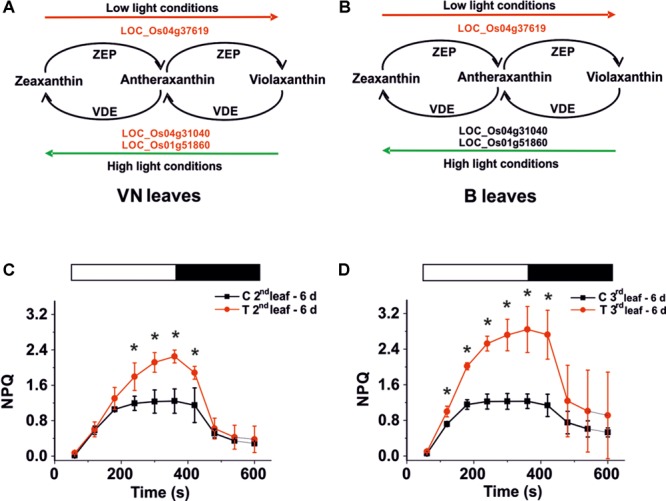
Xanthophyll cycle and NPQ analysis. Genes involved in this cycle are down-regulated (red script) in VN **(A)** but not in B **(B)** plants. **(C,D)** NPQ activation kinetics for Baldo plants exposed to salt stress. NPQ kinetics for the second **(C)** and third **(D)** leaf after 6 days of salt treatment. White bars – light induction, black bars – dark relaxation. In red, salt treated plants – T; in black, control plants – C. Data are expressed as an average of six biological replicates ± SD; Asterisks indicate statistical significance for all the visible differences (*p*-value < 0.05).

By contrast, in VN plants, we did not observe any enhanced NPQ activation compared with the control plants (Supplementary Figure S9).

### A Prompt Response to Salt Stress Induces Survival Signaling Pathways

Physiological and molecular data reported to date highlight a different fate for the two varieties, adaptation versus senescence, and suggest differences in the early events induced by salt stress to explain the induction of different pathways.

#### A Fast H_2_O_2_ Burst Followed by the Expression of *SERF1* Is Observed in Roots of Tolerant Plants

Schmidt et al. (2013) described a salt-specific transcription factor belonging to the ERF (ethylene responsive factor) family, SERF1, as being early induced in rice roots upon salt stress (10 min), and demonstrated its specificity to salt. Since it is known that *SERF1* is activated by H_2_O_2_ (Schmidt et al., 2013) and rice roots generally produce H_2_O_2_ very early after salt stress (Hong et al., 2009), we investigated the role of H_2_O_2_ and SERF1 in the early phases of salt stress responses in our experimental conditions.

The DHR123 probe was used to evaluate the intensity of H_2_O_2_ production at different time-points, in the roots of tolerant and sensitive plants (Supplementary Figure S10). Interestingly, we observed an increase in H_2_O_2_ already at 5 min in the tolerant variety, followed by a peak at 30 min (**Figure 8A**). In the susceptible variety, we only noted a slight increase after 1 h of treatment (**Figure 8A**).

**FIGURE 8:**
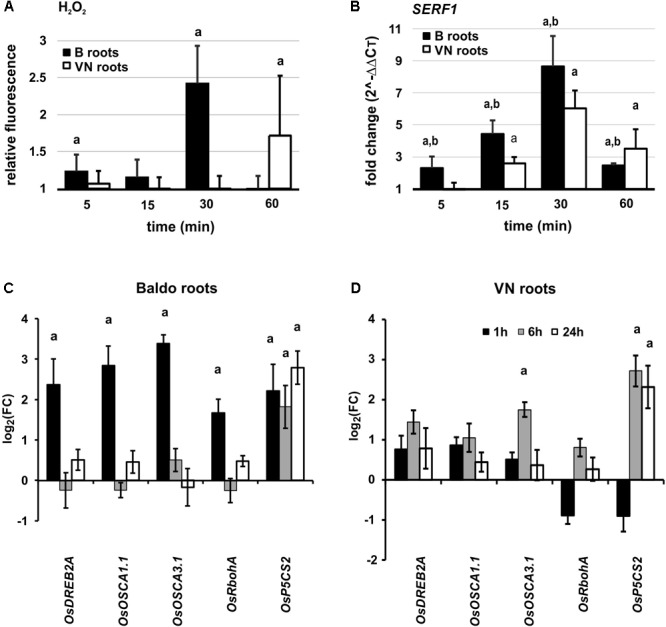
Early responses in plant roots. **(A)** Overview of H_2_O_2_ production in roots of plants exposed to salt stress. Values are calculated with respect to the control at each time-point. Data are mean ± SD of 10 biological replicates and three technical replicates. **(B)** *SERF1* expression profile at different time-points in roots. **(C,D)** Expression profile of genes involved in perception, signaling and response to salt stress in Baldo **(C)** and Vialone Nano **(D)** roots. Data are expressed as mean ± SD of three biological replicates and nine technical replicates. Letters represent *p*-value < 0.01 with respect to the control (a) or to the other variety (b).

*SERF1* was induced already after 5 min in roots of the B variety, with a peak around 30 min. In VN plants, however, the gene was up-regulated later and to a lesser extent (**Figure 8B**).

In the signaling pathways mediated by SERF1, we studied the expression profile of *OsDREB2A* (dehydration-responsive element-binding protein 2A), a gene encoding a transcription factor involved in abiotic stress response (Agarwal et al., 2006; Mallikarjuna et al., 2011), which is directly regulated by SERF1 (Schmidt et al., 2013) during salt stress. In B plant roots, *OsDREB2A* was up-regulated already at 60 min (**Figure 8C**).

Other genes, known to be involved in calcium and H_2_O_2_ signaling, showed a similar pattern, and were up-regulated earlier in the tolerant plants (**Figures 8C,D**). These genes were: *RbohA* (respiratory burst oxidase homolog protein A, Ma et al., 2012; Wang et al., 2016), involved in the signal transduction pathway; *OsOSCA1.1* and *3.1* (Li et al., 2015), involved in osmosensing; *P5CS2* (delta-1-pyrroline-5-carboxylate synthase 2, Hur et al., 2004), responsible for proline synthesis in osmotic stress responses.

#### Genes Involved in Salt-Specific Signaling and Ion Homeostasis and Compartmentalization Show an Early Induction in Roots of Tolerant Plants

As the fast recovery of a high [K^+^]_cyt_/[Na^+^]_cyt_ ratio is required as a survival strategy (Hasegawa et al., 2000), we investigated the early expression profile of genes involved in ion homeostasis.

A high [K^+^]_cyt_/[Na^+^]_cyt_ ratio can be obtained through the activity of K^+^ channels/transporters or Na^+^/H^+^ antiporters located both at the plasma and tonoplast membranes.

As shown in **Figures 9A,B**, the gene encoding for the vacuolar cation/proton antiporter NHX1 (Fukuda et al., 2011; Amin et al., 2016) was strongly up-regulated only in B roots (1 h) and leaves (6 h) at the early stage. The expression pattern of the vacuolar H^+^-translocating pyrophosphatase OVP1 encoding gene, probably involved in the generation of the proton motive force that drives transporters activity in salt stress conditions (Gaxiola et al., 2001; Zhang et al., 2011) was also analyzed. This gene was up-regulated in the tolerant variety in roots and leaves after 1 h and 6 h, respectively (**Figures 9A,B**), whereas in VN leaves, it was up-regulated later, only 24 h after treatment (**Figure 9D**).

**FIGURE 9:**
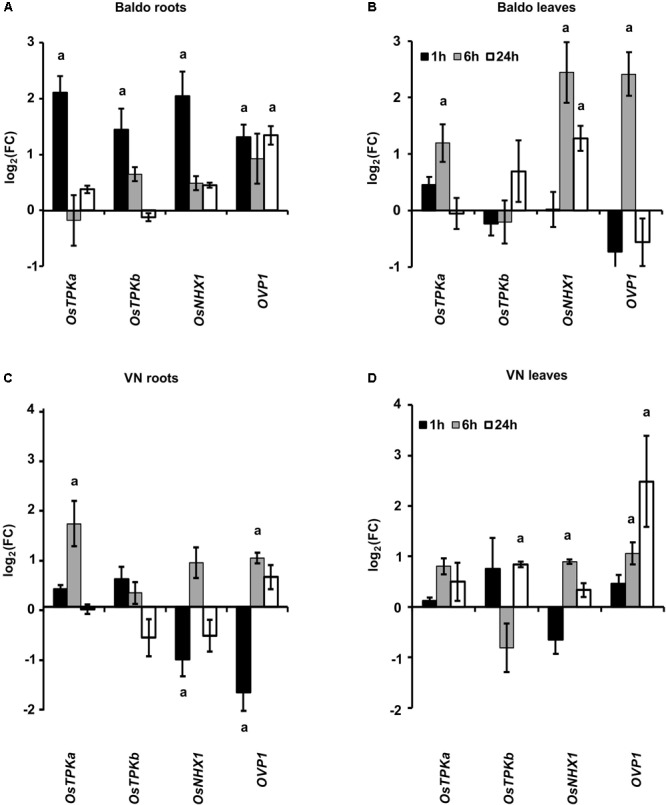
Expression profile of genes involved in K^+^ release from the vacuole (*TPKa* and *b*) and in Na^+^ compartmentalization (*NHX1, OVP1*). **(A,B)** Expression profiles in B plant roots **(A)** and leaves **(B)**. **(C,D)** Expression profiles in Vialone Nano plant roots **(C)** and leaves **(D)**. Data are expressed as mean ± SD of three biological replicates and nine technical replicates. (a, *p*-value < 0.01 with respect to the control).

TPKa and TPKb, two members of the tonoplast two-pore outward potassium channel family (Isayenkov et al., 2011; Ahmad et al., 2016), were up-regulated in the first hour in the roots of B plants but only after 6 h in VN roots (**Figures 9A,C**). In leaves, no significant differences were observed between the two varieties.

The results reported in **Figure 9** clearly show that B plants had early-activated mechanisms aimed at Na^+^ compartmentalization into vacuoles, thus improving tissue tolerance to ionic stress.

#### H_2_O_2_ Plays a Role in Inducing the Early Expression of Genes Involved in Signaling and Ion Homeostasis

In order to test our hypothesis on the role of the early H_2_O_2_ burst in inducing an adaptive response in B plants, we performed experiments in the presence of the NADPH oxidase (NOX) inhibitor DPI. The inhibition of the plasma membrane NOX abolished the H_2_O_2_ peak usually observed after 30 min of treatment (**Figure 8A** and Supplementary Figure S11) and reduced the expression level of *SERF1* by 50.1%. After 1 h of treatment, the expression level of *OsDREB2A* and *NHX1*, two genes upregulated at this timepoint in the tolerant variety (**Figure 8C**), declined by 31 and 49.1%, respectively.

These results suggest that the loss of the early H_2_O_2_ peak in the tolerant variety affects the signaling pathway mediated by SERF1, which becomes more like that observed in VN roots (**Figures 8, 9**).

## Discussion

Today high salinity is one of the main constraint for crop production worldwide. The concentration of salts is continuously increasing in soils that are close to coastal areas or in areas frequently subject to drought (Zhu, 2001; Tester and Davenport, 2003; FAO, 2016). Three quarters of rice paddy fields are located in the main river deltas. Soils in these regions are rich in dissolved salts, mainly NaCl, due to either flooding or irrigation with brackish water. Rice is the most sensitive cereal to salt: the yield is affected as soon as the electrical conductivity in the soil reaches 6 dS/m (Munns and Tester, 2008; Hanin et al., 2016).

As plants are sessile organisms, they have evolved mechanisms to cope with sudden salt stress. Salinity resilience relies on different traits that were explored in the last two decades in many works (for a review see Roy et al., 2014; Hanin et al., 2016). Despite the vast amount of literature demonstrating the salt resistance of engineered plants in the laboratory, there are no significant and exploitable results on plant resilience in the field. This may be due to the persistent gap in understanding the whole picture of salt stress responses in crops. The results presented in this work, add new insights into the importance of a prompt response, mediated by H_2_O_2_, in the activation of salt tolerance mechanisms that lead to adaptation, and provide new perspectives in terms of the genetic improvement of salt tolerance.

The most explored salt tolerance trait is the ability to maintain ion homeostasis, in terms of a high K^+^/Na^+^ ratio in the cytosol and low Na^+^ content in leaves, by activating K^+^ and Na^+^ transport systems, both at the local level (i.e., root cells directly affected by the salt) or systemically (reduction of sodium in the xylematic flow, Cotsaftis et al., 2012; Roy et al., 2014; Formentin, 2017; Ismail and Horie, 2017; Kobayashi et al., 2017).

The tolerant variety Baldo (B) allocates sodium differentially throughout the plant body: more in the roots than the leaves, and more in the first leaf than the second or third. Differences in sodium allocation might explain how and why the B variety is more tolerant to ionic stress than the sensitive variety. Roots are more salt tolerant than leaves (Munns and Tester, 2008): maintaining salt in the roots as long as possible, the tolerant variety has adopted a successful strategy. As a result, in B plants, PSII functionality was affected in old leaves (i.e., the first leaf) and not in the new leaves (i.e., the third leaf). By contrast, Vialone Nano (VN) plants were strongly affected by salt treatment and showed large impairments in photosynthetic efficiency in all leaves. In addition, using an imaging system, compared with the more common pulse-amplitude modulation (PAM) technology (Zhu et al., 2011; Zulfugarov et al., 2014), we observed that photosynthetic efficiency did not decrease homogeneously in the B plants, and although some parts of the leaves were sacrificed by the plant, photosynthesis was unaffected in other parts even within the same leaf.

The sensitive variety VN did not show this response, and all parts of all the leaves were affected. These patterns were matched by the activation of specific mechanisms of sodium allocation among and within leaves, revealing that B plants likely evolved mechanisms to compartmentalize Na^+^ in contrast to VN plants. This strategy is advantageous for photosynthesis: it is better to completely sacrifice a part of a leaf and keep the rest functional, rather than lose efficiency in all cells. The recovery experiments also demonstrated the capacity of B plants to limit the damage to the first leaf, which was sacrificed in order to support the photosynthetic activity of the others and to continue the photosynthetic growth of the entire plant with the emergence of new leaves.

These results concerning the activation of the NPQ mechanism, are in contrast with previous results showing an NPQ decrease in salt-treated Arabidopsis (Stepien and Johnson, 2009) and rice plants (Zhu et al., 2011). To date, only in *Physcomitrella patens*, a representative of the early land colonization of plants, has NPQ been found to be enhanced in response to salt treatment (Azzabi et al., 2012). These results suggest that salt stress induces a general response that affects mechanisms involved in protection from oxidative stress by lowering the ROS production caused by PSII damage. The PAM technology could therefore provide an initial evaluation of salt exposure and could be performed directly in the field. An increase in NPQ activation could thus be used in combination with ΦPSII as a biomarker of the response to salt stress, providing evidence of an appropriate response in plants.

The ability of tolerant plants to retain sodium in the roots, which is referred to as tissue tolerance (Munns and Tester, 2008), is likely related to efficient sodium sequestration in root cell vacuoles (through NHX1/OVP1 coupled activity) and potassium release to the cytosol (mediated by TPKs channels). In our system, the early activation of genes encoding tonoplast transporters involved in Na^+^ sequestration into the vacuoles (NHX1 and OVP1; Gaxiola et al., 2001; Zhang et al., 2011; Barragán et al., 2012; Amin et al., 2016) and K^+^ release to the cytosol (TPKs, Maathuis, 2011) provided a strong indication that a tissue tolerance mechanism was activated in the B plants. The induction of *TPKb* only in B roots is in line with findings regarding its involvement in K^+^ homeostasis in stress conditions (Ahmad et al., 2016). Notably, NHX1, OVP1 and TPKa encoding genes were upregulated in the leaves of tolerant plants, after 6 h of stress, when we can assume that the sodium content is low. This result indicates that in tolerant plants, a rapid root-to-shoot signal is generated and triggers the pre-activation of tolerance mechanisms before the onset of ion stress in leaves.

Another trait of salt tolerance is the maintenance of osmotic pressure inside the cells. Besides the role played by ion transporters, the biosynthesis of compatible solutes (e.g., proline for rice) and stomata closure are the main mechanisms involved in limiting the loss of water (Hasegawa et al., 2000). Our results suggest that an efficient osmotic response is taking place in B plants since we observed (i) the early upregulation of the P5CS2 gene, both in roots and leaves, (ii) the downregulation of MYB60 related genes, (iii) stomatal closure, and (iv) a limited water loss in B plants.

Applying transcriptomics, we evaluated the response to stress at the molecular level after 3 days of salt exposure, when both varieties were initiating their specific programs in response to salt stress: adaptation (recovery in growth) in B plants versus senescence in VN plants. Based on the quality and quantity of differentially expressed genes (fourfold higher in VN plants), the response of the sensitive variety was broad and not specific compared to the tolerant variety. The onset of a genetically controlled cellular dismantling process (namely leaf senescence) was visible, as expected, in the VN leaves and was due to the downregulation of genes involved in carbon fixation and chloroplast assembling, and the upregulation of genes involved in nitrogen remobilization (Kamachi et al., 1992; Cai et al., 2009). In the roots, instead, we found a group of 150 DEGs involved in a plant-pathogen interaction, which can be interpreted as a misleading response of VN plants. Although abiotic and biotic stress responses share some components, e.g., signal molecules and hormones, this group of genes is composed of R-genes that are related to biotic stress.

This finding raises a question regarding the apparently altered pathway from the perception to the transduction of the stress signal in susceptible plants.

In order to answer the question, we started with the evidence that calcium and H_2_O_2_ are universal signal molecules, which transduce a stimulus after sensing. Understanding how the cell decides which pathway to activate is the next big challenge (Gilroy et al., 2014). Regarding salt stress, calcium and H_2_O_2_ waves, through OSCA hyperosmolarity-gated Ca^2+^ channels and plasma membrane NADPH oxidases (NOXs), are likely responsible for salt perception and rapid root-to-shoot signaling (Mittler et al., 2011; Gilroy et al., 2014; Evans et al., 2016; Choi et al., 2017), leading to sodium exclusion from the shoot (Jiang et al., 2012). A wrong H_2_O_2_ wave can thus affect signal transduction not only at the local level but also systemically, leading to a misleading response.

An H_2_O_2_-mediated salt-specific response has been described in rice. A new transcription factor, belonging to the class of ethylene responsive genes, named Salt-Responsive-ERF1 transcription factor (SERF1), was shown to be involved in ROS-dependent transcriptional regulation in rice roots and in root-to-shoot signaling (Schmidt et al., 2013, 2014) in response to salt.

Our findings suggest that the delayed H_2_O_2_ burst observed in roots of the sensitive variety, hampered the activation of genes involved in salt stress signaling (*SERF1, DREB2A*), ion homeostasis (*NHX1, TPKb*) and turgor maintenance (*P5CS2*), thus preventing the organization of a specific response, both in the roots and leaves. This evidence supports the hypothesis that the early H_2_O_2_ burst in roots of the tolerant variety plays a role in building a rapid and specific salt stress response.

Experiments with the NOX inhibitor DPI demonstrated that the intracellular H_2_O_2_ burst is generated at the plasma membrane level. The prevention of the intracellular H_2_O_2_ burst in B roots significantly affected the expression of downstream genes, e.g., *SERF1, DREB2A* and *NHX1*, resulting in a similar response to that observed in the VN variety.

How tolerant plants can sense and react earlier than sensitive plants is an interesting issue. As plasma membranes are involved in mediating calcium and H_2_O_2_ signals, it is possible that the two varieties have a different membrane composition. Calcium channels and NADPH oxidases are made of subunits, and it would be interesting to explore the contribution of each subunit to the signal transduction, or to investigate whether there are subunits that are more prone to respond to the stress. In this work we show that in B plants, the expression of OSCA and NOX genes (namely *OSCA1*.3, *OSCA3*.1, *RbohA*) occurred early after salt addition. The expression of these genes is not the cause but the consequence of the rapidly induced H_2_O_2_ peak in tolerant cells. However, we cannot rule out that B plants have a pre-set membrane composition that activates the adaptive mechanism well before the stress causes damage.

## Conclusion

This report points out that early H_2_O_2_ -dependent signals are part of the coordinated activation of downstream genes that trigger a specific salt tolerance response. In fact, tolerant plants rapidly perceived salt stress and responded by activating effective tolerance mechanisms, within the first 24 h. This response led to ionic stress tolerance in roots and adaptation in leaves, given by (i) the regulation of cytosolic [K^+^]/[Na^+^], (ii) differential sodium allocation throughout the plant, (iii) maintenance of PSII efficiency, (iv) NPQ increase, and (v) the appearance of new unaffected leaves.

Further studies are planned to identify all the players involved in the perception and transduction of the salt stress stimulus, for example by using genetically encoded probes for calcium and H_2_O_2_. The manipulation of early signaling events are of paramount importance for the future of plant engineering because early signals are the hub used by cells to select the right response or to cope with different stresses at the same time (Gilroy et al., 2014). Controlling this hub might improve the resilience of crops in the field, where plants are simultaneously challenged by different stresses.

## Author Contributions

EF designed the experiments and wrote the manuscript. CS and EbB performed the morphological measurements. GP and TM carried out PAM imaging analyses. SR and PF performed the pathway enrichment analyses. EL and ST handled the RNA sequencing data. EnB and GS performed the ion content measurements. PS handled the openarray data. MZ reviewed the manuscript and FLS planned the experiments, wrote and edited the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

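RNA-seq was measured in leaves and roots of the tolerant rice variety B and the sensitive variety VN after 3 days with or without a saline solution containing 100 mM NaCl. Each of the 8 groups had 3 libraries made from pools of 6 plants, 24 libraries in all. The caption of Supplementary Table S2 calls the replicates technical, while the methods give 6 plants per experiment with n = 3 and the deposited record describes 3 biological replicates, each a mix of 6 plants. They were treated here as biological replicates. If they are technical, the SDs, standard errors and p-values do not cover the variation between plants. As the paper describes, reads were preprocessed, mapped with TopHat to the Nipponbare genome, freed of multimapped reads and of reads with low identity to the reference, and counted on genes with bedtools. The paper's text does not name the strand setting of the counting. The deposited values were whole numbers and were used as raw counts, without normalization. The total per library had a median of 18810747. Counting error alone understates the error of a value, since for the 24 pairs of replicate libraries the chi-square per degree of freedom lay between 6.02 and 81.1. The spread between libraries was therefore used.

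Salt-stressed and control libraries were compared in each variety and tissue with edgeR 4.0.16 in R 4.3.3. Genes with at least 1 CPM in at least 3 libraries of the comparison were kept, TMM factors were computed, and the quasi-likelihood test was applied. Genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as DEGs. The interaction of variety and treatment was tested over the 12 libraries of a tissue with the same filter and test, and control plants of the 2 varieties were compared with each other in each tissue. The lists of Supplementary Tables S9, S10 and S11 were read against these results. Their families were taken by the description that the tables give. The list of Supplementary Table S9 was tested as a set with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with fry, and with an estimated correlation. The paper's qPCR values of Supplementary Table S5 were compared with the RNA-seq log2 fold changes by Pearson's r, with 100000 permutations.

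The genes named in the text are those that the paper names by identifier, or pairs with one in its tables, and in each salt comparison the 2 genes with the highest and the 2 with the lowest log2 fold change among DEGs with a mean count of at least 50 and no overlap between groups. Genes outside this rule are given as named after their values were seen. A fold change against a group with at most 3 counts in each library is given as a lower bound.

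The main settings and most alternatives were set before the data were examined. These were the likelihood ratio test, DESeq2 1.42.0, no filter, a filter of 5 CPM, RLE factors, library size alone, an adjusted p under 0.01, a log2 fold change of at least 1, all 24 libraries in 1 fit, the replicate number as a block, counts thinned to the smallest library, and each library left out in turn. After the data had been seen, limma voom with sample quality weights, no filter for named genes, and leaving out each library for shared genes and for the qPCR comparison were added. Genes specific to roots or to leaves were listed from the VN libraries alone, at 100 CPM or more in the tissue and 200 times the level of the other tissue, and looked up in B libraries. Simulated data with known changes were used to test each step. Changes of single genes were put on genes with a mean count of at least 50. With the spread of VN leaves, the quasi-likelihood test recovered 73.5% of 2-fold and 98.5% of 4-fold changes, and 10.4% and 7.94% of its calls were false. In the same data, the likelihood ratio test recovered 81% and 99.5%, with 28% and 23.8% of its calls false. With the spread of B leaves, the quasi-likelihood test recovered 0% and 94.5%, and the likelihood ratio test 54% and 96.5%.

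The pathway enrichment was not repeated, because the tables of pathways and gene products read here cover only part of the genes, and the functional sets by product name planned for them were not analysed here. Gene lengths were not used here, so no length bias could be examined. The ion, physiological and time-course measurements were not analysed here.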

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

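The interaction test and most of its alternative settings were set before the data were examined. Every other test in this part was chosen only after the result was seen.

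The response to salt differed between the varieties by the interaction test for 7 genes in leaves and 3 in roots, out of 21648 and 23126 tested, and these genes were named after their values were seen. In leaves they were LOC_Os02g36590, LOC_Os02g36595, LOC_Os05g12640, LOC_Os07g35940, LOC_Os09g27030, LOC_Os09g36680 and LOC_Os12g29160, and in roots LOC_Os05g30350, LOC_Os08g14090 and LOC_Os08g42700. LOC_Os02g36590 and LOC_Os02g36595 have neighbouring identifiers and nearly equal levels, at 136 to 158 and 127 to 149 CPM in control B leaves. Their interactions were -2.10 and -2.15, so they may not be 2 separate results. When the variety labels were assigned anew within each treatment, 2 of 100 assignments in leaves and 3 of 100 in roots, the real one included, gave as many genes. Among the first 40 of the same draws, 2 and 3 did, so these shares lie near the boundary of 0.05. The highest other assignment gave 509 genes in leaves and 233 in roots. Other assignments mix varieties that differ without salt in 2969 genes in leaves and 1373 in roots, and the exchange of the whole variety labels in 1 treatment was not among the assignments drawn. Differences were simulated on genes with a mean count of at least 50, with 1 spread per gene for all groups. There, 80% of 4-fold differences were recovered in leaves and 91% in roots. A shortage of libraries is thus argued against only for large differences in genes like these. For noisier genes it stays open. LEA3 (LOC_Os01g50910), a late embryogenesis abundant gene, had an interaction of -2.74 in roots (standard error 0.76, adjusted p = 0.296 from edgeR's quasi-likelihood test). Smaller differences could be missed, since 0.5% and 35% of simulated 2-fold differences were recovered. Without replicate 3 of salt-stressed B leaves, 43 leaf genes passed, and without replicate 2 of control VN leaves 1 did. In roots, 8 passed without replicate 2 of control VN roots and 1 without replicate 2 of control B roots. The interaction of LOC_Os08g42700 in roots had an adjusted p of 0.00131 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and stayed under 0.05 in all 19 other settings run, from 1.48e-15 to 0.0255. It was at 12.4 to 13.8 CPM in control and 11.5 to 14.3 CPM in salt-stressed B roots, and at 1.43 to 2.28 and 0 to 0.0468 CPM in VN roots. The interaction of LOC_Os05g30350 in roots was less stable, with an adjusted p of 0.0459 from the same test, 0.0519 with RLE factors, 0.0508 with library size alone and 0.242 with the replicate number as a block, in a range of 1.11e-06 to 0.242, and above 0.05 in 11 of the 12 fits that each left out 1 library. Of the leaf genes, only LOC_Os05g12640 was followed over the settings. A difference between the varieties remains an open explanation.

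LOC_Os05g12640, listed as a BURP domain protein, moved in opposite directions in leaves, with a log2 fold change of -1.73 in VN and 1.90 in B (adjusted p = 0.00433 and 0.0258 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In B, the adjusted p from the same test was 0.133, 0.0556 and 0.112 without replicates 1, 2 and 3 of control leaves. It was 0.0682 without replicate 1 of salt-stressed leaves and 0.0602 with the replicate number as a block. The interaction was 3.59 (standard error 0.50, adjusted p = 0.0359 from the same test). Its levels did not overlap, at 10.4 to 20.6 CPM in control and 34.6 to 69.3 CPM in salt-stressed B leaves, and 10.4 to 19.9 and 3.43 to 6.01 CPM in VN leaves. The adjusted p of the interaction was above 0.05 in 8 of the 12 fits that each left out 1 library, with the highest, 0.176, without replicate 3 of control B leaves, and was 0.181 with the replicate number as a block. No technical explanation was tested for this gene alone, and a difference between the varieties stays open.

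LOC_Os08g14090 had a log2 fold change of -0.58 in VN roots and 3.38 in B roots (adjusted p = 0.00931 and 0.00793 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and an interaction of 3.91 (standard error 0.42, adjusted p = 0.00846 from the same test). In B it was low, at 0.161 to 0.254 CPM in control and 1.28 to 2.61 CPM in salt-stressed roots, against 34.4 to 49.2 and 26.8 to 30.2 CPM in VN roots. The adjusted p of the interaction was 0.0943 without replicate 2 and 0.0581 without replicate 3 of control B roots. With all 24 libraries in 1 fit, the fall in VN roots had an adjusted p of 0.189 from the same test. The gene had no test of its own for a sequence difference from the reference or for reads shared with a paralog, so these stay open beside a difference between the varieties.

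In replicate 2 of salt-stressed B leaves, 30 root-specific genes reached a median of 5.03% of their level in B roots, and their summed level 4.73%. The genes were chosen on VN libraries alone, at 100 CPM or more in VN roots and 200 times the leaf level. The other salt-stressed B leaves reached at most 0.0495%, so expression of root genes in salt-treated B leaves in general is not seen. RNA from VN roots is argued against by 25 genes counted in VN roots and near 0 in B roots and control B leaves, which stayed at a median of 0% of their VN root level. These genes are specific to the variety and not to roots, since VN leaves held them at 47.3% or more. B root RNA in the library is a candidate source, since the root-specific genes rose together to a common share. Where it entered was not tested.

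In replicate 2 of control B roots, 97 leaf-specific genes reached a median of 1.24% of their level in B leaves and a summed level of 1.27%. RNA from B leaves alone does not account for this, because 5 genes specific to VN leaves had 333 counts there, against 2 and 6 in the other control B roots. Those genes stood at 1.28% of their VN leaf level, close to the share of the leaf-specific genes, so RNA from VN leaves is a candidate source. Leaf genes in control B roots, such as OsAPx8 and LOC_Os03g03910, are raised in this library. No biological explanation was tested, because the other libraries of the group did not show it.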

How the results depend on the processing

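The limma voom fit with sample quality weights, the absence of a filter for named genes, and the fits that leave out a library for shared genes and for the qPCR comparison were chosen only after the results were seen. For every change below, the cause was not tested.

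With the likelihood ratio test there were 1758 DEGs in B leaves and 2388 in B roots, a VN to B ratio of 3.67 and 3.16, 1269 and 1891 shared genes of the same direction in leaves and roots, 7 and 3 of opposite direction, 163 and 178 interaction genes, 141 and 165 stress-responsive genes in B, 104 and 138 in both varieties, and 16 plant–pathogen interaction genes in B roots. DESeq2 gave 1818 and 2356 DEGs in B, ratios of 3.38 and 2.81, 233 and 171 interaction genes, 143 and 172 stress-responsive genes in B, 105 and 151 in both varieties, and 15 plant–pathogen interaction genes in B roots. Without a filter on low counts there were 1960 DEGs in B roots, 832 and 1658 shared genes of the same direction, 3 and 4 of opposite direction, and 34 and 32 interaction genes. At 5 CPM or more, B roots had 841 DEGs. With all 24 libraries in 1 fit, DEGs numbered 2827 in B leaves, 2027 in B roots and 4143 in VN roots, with ratios of 2.02 and 2.04. With the replicate number as a block, which does not pair the plants, 356 and 475 were DEGs in B, with ratios of 14.4 and 14.1. Sample quality weights gave 2999 and 4458 DEGs in B, ratios of 2.09 and 1.8, and 52 and 33 interaction genes. At an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, DEGs numbered 2936 in VN leaves, 139 in B leaves, 3821 in VN roots and 194 in B roots, with ratios of 21.1 and 19.7, 102 and 172 shared genes of the same direction, and 0 of opposite direction in leaves. With a log2 fold change of at least 1, they numbered 2071 in VN leaves and 2106 in VN roots, with ratios of 3.4 and 2.36. For the plant–pathogen interaction list as a whole, camera gave p = 0.335 in VN roots with an estimated correlation, and p = 0.0492 in B roots with RLE factors. Spearman's rho with qPCR was 0.958 in B leaves, 0.683 in VN leaves, 0.860 in B roots and 0.920 in VN roots.

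With each library left out in turn, DEGs in B leaves ranged from 51, without replicate 2 of control leaves, to 3000, without replicate 3 of salt-stressed leaves. Those of B roots ranged from 224, without replicate 2 of salt-stressed roots, to 1638, without replicate 3 of control roots. In VN leaves they numbered between 3900 (control replicate 2 left out) and 4920 (control replicate 1), of which 3761 and 4519 were also DEGs with all libraries, and in VN roots between 4775 (salt replicate 3) and 7014 (salt replicate 2), of which 4660 and 5874 were. DEGs up in salt ranged from 1892 to 2448 in VN leaves, 33 to 1301 in B leaves, 2172 to 3164 in VN roots and 116 to 781 in B roots, and DEGs down from 2008 to 2658, 15 to 1699, 2556 to 3850 and 108 to 857. With the other variety at all its libraries, the VN to B ratio ranged from 1.98 (B leaf salt replicate 3) to 116 (B leaf control replicate 2) in leaves and from 3.72 (VN root salt replicate 3) to 31.2 (B root salt replicate 2) in roots. Shared genes of the same direction ranged from 42 to 1727 in leaves, without the same libraries of B, and from 215 to 1338 in roots, without B root salt replicate 2 and control replicate 3. Those of opposite direction ranged from 0 (B leaf control replicate 1) to 16 (B leaf salt replicate 3) in leaves and from 0 (B root salt replicate 1) to 2 (VN root salt replicate 2) in roots. Interaction genes ranged from 1 (VN leaf control replicate 2) to 43 (B leaf salt replicate 3) in leaves and from 1 (B root control replicate 2) to 8 (VN root control replicate 2) in roots. Between untreated varieties, DEGs ranged from 1377 (B leaf control replicate 1) to 2578 (VN leaf control replicate 1) in leaves and from 468 (VN root control replicate 1) to 1473 (B root control replicate 3) in roots. Stress-responsive genes ranged from 4 (control replicate 1) to 147 (salt replicate 3) in B leaves and 2 to 107 in both varieties without the same libraries, from 22 (salt replicate 2) to 126 (control replicate 3) in B roots and 20 to 114 in both, from 230 to 257 in VN leaves and from 313 to 367 in VN roots. Plant–pathogen interaction genes ranged from 40 (control replicate 1) to 55 (salt replicate 2) in VN roots and from 1 (control replicate 2) to 13 (control replicate 3) in B roots. The list's camera p ranged from 4.1e-05 to 0.00925 in VN roots, and from 3.8e-05 (salt replicate 3) to 0.51 (salt replicate 2) in B roots. Pearson's r with qPCR ranged from 0.962 to 0.988 in B leaves, 0.906 to 0.932 in VN leaves, 0.934 to 0.972 in B roots and 0.969 to 0.975 in VN roots.

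Log2 fold changes near 0 changed sign. With library size alone, LOC_Os01g51860 was at 0.12 in VN leaves and 0.16 in B leaves, and at 0.0012 in B leaves with the replicate number as a block. With sample quality weights, LOC_Os01g10290 was at -0.0686 in B leaves, LOC_Os07g47100 at -0.0132 in VN leaves and LOC_Os01g20160 at -0.0568 in VN roots. With 1 library left out, LOC_Os01g51860 in B leaves ranged from -0.12 (control replicate 1) to 0.12 (control replicate 2), LOC_Os01g10290 in B leaves from -0.12 (salt replicate 3) to 0.19, LOC_Os07g47100 from -0.29 (salt replicate 1) to 0.41 in VN leaves and from -0.32 (salt replicate 1) to 0.34 in B leaves, LOC_Os01g20160 in VN roots from -0.0814 (salt replicate 2) to 0.39, LOC_Os12g44360 in B roots from -0.0496 (salt replicate 2) to 0.17, and the interaction of LOC_Os12g12580 in roots from -2.26 to 0.43 (B root control replicate 1).

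Among single genes and other values, 42 moved, 24 became stronger, 13 became weaker and 633 stayed with all libraries in the fit. With 1 library left out, 27 moved, 6 became stronger, 53 became weaker and 410 stayed. A gene at 1 CPM or more in only 3 libraries of a comparison was under the filter, and so not tested, when 1 of these was left out. The functional sets by product name were not run, because the tables read here pair only part of the identifiers with names.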

Differences from the paper's values

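The pairs below come from the deposited counts and from the paper's text, figures and tables. The alternatives named were set before the data were examined unless stated.

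DEGs in B leaves numbered 729, against the paper's 1572. The likelihood ratio test (1758), which the paper's methods name, DESeq2 (1818) and the absence of a filter (1091) came within 1.5 times of it, and the other 14 of the 17 alternatives did not. In B roots, 1284 genes were DEGs against the paper's 2263. Within 1.5 times of the paper's value were the likelihood ratio test (2388), DESeq2 (2356), no filter (1960), library size alone (1593), all 24 libraries in 1 fit (2027) and the fit without replicate 3 of control roots (1638). The other 11 of the 17 alternatives were not. The limma voom fit with sample quality weights, chosen after seeing the data, gave 2999 in B leaves and 4458 in B roots and did not close either gap.

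Genes shared with the same direction numbered 541 in leaves, against about 1200 in Fig. 5, read by eye, and 1055 in roots, against about 1800 in Fig. 5, read by eye. Both gaps were closed by the likelihood ratio test (1269 and 1891) and no filter (832 and 1658), and library size alone closed that in roots. Adjusted p under 0.01 and RLE factors closed neither. The fits that leave out a library, chosen after seeing the values, closed the gap in leaves without replicate 3 of salt-stressed B leaves (1727) and in roots without replicate 3 of control B roots (1338), and not without any other library. With opposite directions, 1 gene was shared in leaves, against about 6 in Fig. 5, read by eye. Of the 5 settings run for this count on all libraries, only the likelihood ratio test (7) closed the gap. In roots, 1 gene stood against about 5 in Fig. 5, read by eye. Of the same settings, only the fit without a filter (4) closed it.

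Among the stress-responsive genes, 72 were DEGs in B leaves against the paper's 130, and 92 in B roots against the paper's 167. In leaves, the likelihood ratio test (141), DESeq2 (143), library size alone and the fit without replicate 3 of salt-stressed leaves (147) closed the gap. In roots, the likelihood ratio test (165), DESeq2 (172) and the fit without replicate 3 of control roots (126) did. Genes shared by both varieties were 51 in leaves against the paper's 94 and 82 in roots against the paper's 138. The likelihood ratio test (104 and 138), DESeq2 (105 and 151) and library size alone closed both gaps, as did the fits without replicate 3 of salt-stressed B leaves (107) and without replicate 3 of control B roots (114). The other alternatives did not.

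For the following, the paper's statement differs from the values found. The paper states that the MYB60 genes LOC_Os11g03440 and LOC_Os12g03150 were among DEGs of B only and lowered in B leaves, while their adjusted p was 0.056 and 0.137 in the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. Both passed 0.05 with the likelihood ratio test (0.000512 and 0.0351), with DESeq2 (0.000594 and 0.0158), and without replicate 3 of salt-stressed leaves (0.00206 and 0.00163). LOC_Os11g03440 also passed with all 24 libraries in 1 fit (0.0302). Of the settings chosen after seeing the values, LOC_Os11g03440 passed without a filter (0.0158), and both passed with sample quality weights (0.0015 and 0.00136).

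The paper states that ZEP was lowered in leaves of both varieties. LOC_Os04g37619 had a log2 fold change of -0.25 in VN and -0.31 in B, with adjusted p of 0.311 and 0.320 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and no setting run called it in either variety. Of the VDE genes, LOC_Os01g51860 was not called in VN leaves.

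The paper states that LOC_Os12g12580 was the most lowered gene in B roots. It was the lowest of the 167 genes listed for B roots that were tested and ranked 16 from the lowest among all 22159 genes tested. The rank was not computed under other settings.

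The paper states that peroxidases and catalases were shared only in roots and changed in leaves of VN alone, while 4 leaf peroxidases were DEGs in both varieties and the paper's Table S10 lists 10 as common. The catalase domain gene LOC_Os03g03910, listed for VN leaves, had an adjusted p of 0.0581 and passed 0.05 with the likelihood ratio test (0.0112), with DESeq2 (0.00416), without replicate 1 of salt-stressed VN leaves (0.0245) and, chosen after seeing the data, without a filter (0.0314) and with sample quality weights (0.0152).

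The paper's Table S9 lists 150 genes for the plant–pathogen interaction pathway in VN roots, of which 84 have an adjusted p of 0.05 or more in that table.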

Other observations

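The comparisons of salt-stressed and control libraries and most of their alternative settings were set before the data were examined. The exchange of dispersions between the varieties and the thinning of libraries to 1 depth were planned with what they would show written first. Every other test of an explanation in this part was chosen only after its result was seen.

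VN had more DEGs than B, by 8.13 times in leaves and 5.44 times in roots. Depth is argued against, because with all libraries thinned to 1 depth the ratio was 8.33 and 5.61. In leaves, replicate 3 of salt-stressed B leaves contributes. Without it, and with 1 salt-stressed library left out of VN too, the ratio was between 1.37 and 1.61, against 15.4 to 20.2 with another salt-stressed B library left out in its place. Whether it alone accounts for the leaf ratio cannot be told apart, because these values lie on both sides of the limit of 1.5 set for that test. A larger spread between replicates in B is a candidate explanation for part of the ratio. With the dispersions of the varieties exchanged, the likelihood ratio test on the genes tested in both gave a ratio of 0.997 in leaves and 0.859 in roots, against 3.81 and 3.22 with each variety's own. Had the spread been the whole cause, the exchanged ratio would be 0.263 and 0.311, and with the average dispersion it was 2.09 and 1.72. Larger fold changes in VN are a candidate explanation for the remainder. After removal of noise, log2 fold changes had a spread of 0.656 in VN and 0.492 in B leaves, and 0.656 and 0.493 in roots. The highest spread in B with any library left out stayed below the lowest in VN, by -0.0877 in leaves and -0.0787 in roots. Replicate 2 of salt-stressed B leaves and replicate 2 of control B roots held transcripts of the other tissue. Without these libraries, B had 240 DEGs in leaves and 275 in roots, against 729 and 1284 with all libraries. A fit with fewer libraries also finds fewer genes, so their part in the ratio cannot be told apart. A weaker response of B stays open as a biological explanation, as does a difference in how evenly the pools of plants responded.

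For each count of DEGs, the 6 libraries can be split into 3 and 3 in 10 ways, and 1 of 10, the real one, gave as many genes in VN leaves, B leaves, VN roots, B roots and between untreated varieties in leaves and in roots. The other splits gave 0 genes. For each comparison alone the share cannot be under 0.1, so a single count cannot decide on an accident of grouping. For the salt comparisons, the direction of change in the separate libraries of the other variety argues against it. Among DEGs of B, 97.6% in leaves and 98.6% in roots changed in the same direction in VN. Among DEGs of VN, 91.5% and 90.9% did so in B, although genes are not independent. The comparisons of untreated varieties are not covered by these values.

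Replicate 3 of salt-stressed B leaves stood furthest from its group among the 12 leaf libraries, with rank 1 also at 1 depth (0.812, against 0.558 or less for the others), which argues against fewer counts in that library. Root RNA is argued against by a share of 0.0457% of root-specific genes, and VN RNA or an exchange of the variety label by 0% of VN-specific genes. A salt response of those plants stronger or weaker by a common factor across genes is argued against by the slope on the response of VN leaves. The slope was 0.572, between 0.616 and 0.566 in the other 2 libraries (20572 genes, which are not independent). The median response was 0.539 over genes higher in VN, against 0.41 in both other libraries. Over genes lower in VN it was -0.325, against -0.356 and -0.493, and r was 0.517, against 0.695 and 0.664. Raised and lowered genes thus differed, and the slope of this library does not decide on them taken apart. Single genes such as P5CS2, at 14.8 CPM against 60.0 and 26.8 CPM in the others, changed less in it, so a weaker response of some genes stays open. A factor shared by leaves and roots of replicate 3 cannot be told apart. Its deviation had r = 0.377 with that of replicate 3 of salt-stressed B roots (18730 genes, which are not independent), but the deviations of 3 libraries sum to 0, so the other root libraries give no comparison of their own. RNA integrity and transcript length could not be examined, because 0 genes could be paired with a length, so they cannot be told apart. Of biological explanations, only the strength of the salt response across genes was tested.

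The plant–pathogen interaction list rose in VN roots and was near the threshold in B roots. The paper reports its pathway as enriched in these VN roots, so neither the rise nor the difference is independent evidence. The difference rests on several single libraries. The camera p of the interaction was 0.0102 with all libraries, 0.718 without replicate 3 of salt-stressed B roots, 0.169 without replicate 2 of control VN roots, 0.0821 without replicate 3 of salt-stressed VN roots and 0.0783 without replicate 2 of control B roots. Replicate 3 of salt-stressed B roots is thus a candidate source of the difference, and not the only library without which it is lost. LOC_Os12g12580, a DEG in B roots alone, was under the filter on low counts in VN roots. Without the filter it was a DEG there too (adjusted p = 3.72e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the filter is a candidate source of the difference between varieties. A biological difference between the varieties was not separated from these.

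Some genes were counted in 1 variety and at 0 in 3 libraries of the other, 30 counted in VN and 15 counted in B. The 0 did not hold over the whole variety for most of them. In the other 9 libraries of that variety, 0 of 30 and 9 of 15 were at 0 throughout. Of all these genes, 44.4% had at most 3 counts in each of the 9 libraries, 7 of 30 and 13 of 15. Without replicate 2 of control B roots, which held VN leaf transcripts, 27 of 30 did. A sequence difference from the reference and a gene absent from 1 variety cannot be told apart with counts alone, and a difference in expression stays open.

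Among DEGs with the largest changes in each comparison, LOC_Os11g07911 was at least 90.2-fold and LOC_Os06g23350 at least 26.8-fold higher in salt-stressed VN leaves, while LOC_Os01g45914 and LOC_Os04g48930 had log2 fold changes of -8.84 and -7.33. In B leaves, LOC_Os01g68290 was at least 70.2-fold higher, LOC_Os02g43330 had 6.69, LOC_Os10g05990 was at least 175-fold lower and LOC_Os10g05970 had -6.91. LOC_Os02g43330 was not a DEG without replicate 1 or 2 of control leaves (adjusted p = 0.0712 and 0.0874 from edgeR's quasi-likelihood test). LOC_Os10g05990 and LOC_Os10g05970 were not DEGs without replicate 1 or 2 of salt-stressed leaves (0.0545 to 0.0680 from the same test). With sample quality weights, limma voom gave these 2 genes 0.123 and 0.139. In VN roots, LOC_Os05g31730 was at least 113-fold and LOC_Os03g22590 at least 72.3-fold higher, LOC_Os01g24570 at least 113-fold lower, and LOC_Os12g18410 at -7.74. In B roots, LOC_Os03g22590 had 7.07, LOC_Os05g31730 was at least 149-fold higher, and LOC_Os12g18410 and LOC_Os07g25030 had -7.91 and -6.20. LOC_Os07g25030 was not a DEG without replicate 1, 2 or 3 of salt-stressed roots (adjusted p = 0.0555, 0.0690 and 0.0570 from edgeR's quasi-likelihood test). The other genes named for B roots stayed under 0.05 in their other settings, at 0.0351 or less. LOC_Os05g31730, LOC_Os03g22590 and LOC_Os12g18410 were thus among the largest changes of roots in both varieties. No technical explanation was tested for these genes.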
